# Nuclear numbers in syncytial muscle fibers promote size but limit the development of larger myonuclear domains

**DOI:** 10.1038/s41467-020-20058-7

**Published:** 2020-12-08

**Authors:** Alyssa A. W. Cramer, Vikram Prasad, Einar Eftestøl, Taejeong Song, Kenth-Arne Hansson, Hannah F. Dugdale, Sakthivel Sadayappan, Julien Ochala, Kristian Gundersen, Douglas P. Millay

**Keywords:** Developmental biology, Skeletal muscle

## Abstract

Mammalian cells exhibit remarkable diversity in cell size, but the factors that regulate establishment and maintenance of these sizes remain poorly understood. This is especially true for skeletal muscle, comprised of syncytial myofibers that each accrue hundreds of nuclei during development. Here, we directly explore the assumed causal relationship between multinucleation and establishment of normal size through titration of myonuclear numbers during mouse neonatal development. Three independent mouse models, where myonuclear numbers were reduced by 75, 55, or 25%, led to the discovery that myonuclei possess a reserve capacity to support larger functional cytoplasmic volumes in developing myofibers. Surprisingly, the results revealed an inverse relationship between nuclei numbers and reserve capacity. We propose that as myonuclear numbers increase, the range of transcriptional return on a per nuclear basis in myofibers diminishes, which accounts for both the absolute reliance developing myofibers have on nuclear accrual to establish size, and the limits of adaptability in adult skeletal muscle.

## Abstract (web summary)

Skeletal muscle is composed of syncytial myofibres, each containing hundreds of nuclei. Through genetic reduction of the number of nuclei per myofibre, the authors confirm that more nuclei produce larger cells but myofibres with fewer nuclei adaptively compensate leading to larger and functional myonuclear domains.

## Introduction

The control of cell size is an evolutionarily conserved, fundamental aspect of development that must be highly regulated^1^. Cell size varies widely based on the type of cell and overall function, which involves a balance between available DNA and maintenance of biosynthetic processes for optimal structure and function^2,3^. Control of size in large cells, such as neurons and skeletal muscle fibers, requires unique adaptations to reach sufficient levels of transcripts and proteins throughout the large cytoplasm. These large cells are maintained in different ways, where neurons actively regulate transport of macromolecules produced in the cell body to the termini, while skeletal myofibers contain multiple nuclei dispersed throughout one cell^4,5^. A classic explanation for why muscle requires multiple nuclei is that each nucleus is capable of controlling only a certain volume of the cytoplasm, referred to as the myonuclear domain^6–12^. This thinking is consistent with the finding that exceeding the capability of a nucleus to sustain a given cytoplasmic volume disrupts cellular processes in organisms from yeast to mammalian cells^2,13,14^. While the number of myonuclei positively correlates with cell size in mice and humans, the threshold of myonuclei needed to achieve target cell size and whether there is flexibility for each of these myonuclei to maintain their cytoplasmic domains has not been adequately explored.

Multinucleated skeletal muscle fibers form from the fusion of progenitors during embryonic and postnatal development, and this fusion process is required for functional skeletal muscle. Indeed, genetic deletion of the muscle-specific fusion factors Myomaker and Myomerger in the mouse results in death just after birth^15–18^. In the adult mouse, a typical myofiber contains hundreds of nuclei, and possesses the ability to add new myonuclei in response to environmental cues owing to the presence of skeletal muscle stem cells^19^. There is robust myonuclear accretion in the mouse after birth, which slows around postnatal (P) day 21^20–22^. During this early time frame from P0 to P21, hindlimb myofibers grow in length and girth, although there is a greater increase in length compared to girth. P21 to adult is characterized by a greater radial growth compared to length^20,23^, which we define as maturational growth. Here, since myofiber volume increases and the majority of myonuclear accretion occurs prior to the time of maturational growth, cytoplasm:DNA ratios increase indicating that the myonuclear domain is flexible during this postnatal period. Additional evidence for context-dependent myonuclear domains include that slow type I skeletal muscle fibers exhibit smaller size but increased myonuclear number compared to fast type II myofibers, which are larger with fewer myonuclei^24,25^. Given that skeletal muscle stem cells provide a mechanism for myofibers to accrue new nuclei through cellular fusion, increases in the cytoplasmic volume of adult myofibers can be achieved by regulating resident myonuclei, adding new myonuclei, or both. The majority of evidence indicates new myonuclei are required for functional adaptations, including hypertrophy in the adult, suggesting limited flexibility of resident myonuclei in adult myofibers^26–31^. Taken together, the decision for muscle to either add a new myonucleus or regulate nuclei that are already present in the myofiber is unclear and there is minimal understanding about the requirements for the full complement of resident myonuclei to establish functional cytoplasmic volumes during maturational growth.

In general, reasons for why large cytoplasmic:DNA ratios are challenging for cells to maintain include a need to support production and transport of sufficient synthetic material across larger distances. Indeed, DNA becomes limiting in large yeast cells as they are unable to appropriately scale the number of transcripts and proteins to support the increased cellular volume, which leads to inefficient biochemical reactions of the cell and senescence^2^. While precise regulation of myonuclear transcriptional capacity is not understood, there is evidence that mammalian myonuclei exhibit a reserve capacity after muscle overload, and Drosophila myonuclei actively adjust their size and output depending on their location within the myofiber^32,33^. However, what determines flexibility within the myonuclear compartment, and what factors determine a functional transcriptional range have been speculated upon but remain unknown. Currently, there is minimal knowledge of whether DNA is limiting in mammalian muscle cells or under which situations any potential reserve capacity is lost or activated. Overall, the myonuclear domain is a concept premised on early evidence that mRNA transcripts and some myofibrillar protein products are confined to areas close to their orginating myonuclei^34,35^. How such domains are established, the associated flexibility, and a molecular understanding for the roles of new and resident myonuclei in determining these parameters remains to be elucidated. A major reason for this lack of information is that studies investigating the relationship between myonuclear number and skeletal muscle maturity and size, especially in the neonatal period, remain correlational.

Here, we directly manipulate myonuclear accretion through genetic deletion of the muscle fusion factor, Myomaker, at three different neonatal timepoints to generate mice with varied numbers of myonuclei. These novel mouse models allow a more comprehensive analysis of the requirement for multinucleation in mammalian skeletal muscle. Through assessment of the consequences of having fewer myonuclei on establishment of muscle size and function, we uncovered an inherent reserve capacity that can be elicited in myonuclei during development, and is determined by the number of nuclei in the myofiber. Our findings reveal that myonuclear numbers determine not only the ultimate size of the muscle, but also may impact the degree of flexibility it possesses.

## Results

### Development of mouse models with reduced myonuclear number

We previously showed that deletion of Myomaker (*Mymk*) specifically in adult muscle satellite cells results in fusion incompetence^28,36^. We used these *Mymk*^loxP/loxP^; *Pax7*^CreER^ mice and administered tamoxifen at either P0 or P6 to block fusion in either the first or second week of life (Fig. 1a). Previous work showed down-regulation of *Mymk* transcripts after TAM treatment at P0^37^. Because it is difficult to definitively determine the exact point of fusion-incompetence, we refer to the mice treated at P0 as Δ1w and mice treated at P6 as Δ2w. Analysis of nuclei number in isolated extensor digitorum longus (EDL) myofibers 4 weeks after tamoxifen treatment revealed that Δ1w and Δ2w mice display reduction in myonuclear numbers of 75 or 55%, respectively (Fig. 1b, c). On average, Δ1w myofibers contained 55 myonuclei and Δ2w myofibers contained 100 myonuclei (Fig. 1b,c), which based on previous studies indicates fusion was ablated within the indicated timeframe^20^. The body weights from each group 4 weeks after tamoxifen treatment were reduced compared to control mice (Supplementary Fig. 1a), suggesting some effect on skeletal muscle size. These data show that we successfully titrated the number of nuclei in myofibers through deletion of Myomaker in muscle progenitors during postnatal development.

**Fig. 1:**
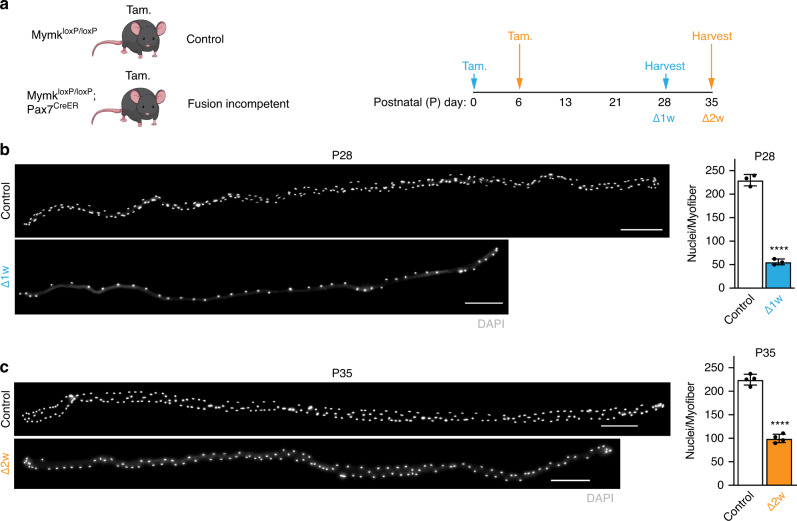
Temporal genetic ablation of *Myomaker* in satellite cells during development titrates myonuclear number in myofibers. **a** Experimental design used to reduce myonuclear accretion during development. *Mymk*^loxP/loxP^ or *Mymk*^loxP/loxP^; *Pax7*^CreER^ mice were treated with tamoxifen (Tam.) to generate control or fusion-incompetent mice, respectively. Tamoxifen was administered at either postnatal (P) day 0 (Δ1w) or P6 (Δ2w) and animals were sacrificed 4 weeks post-tamoxifen. **b** Single myofiber images (left) and quantified average number of nuclei per myofiber (right) in control and Δ1w EDL muscle at P28. Control myofibers had an average of 230 nuclei/myofiber, while Δ1w mice had an average of 55 nuclei/myofiber. Myonuclei are labeled with DAPI. **c** Single myofiber images (left) and average number of nuclei per myofiber (right) in Δ2w and control EDL muscle at P35. Control myofibers had an average of 225 nuclei/myofiber, while Δ2w mice had an average of 100 nuclei/myofiber. Myonuclei are labeled using DAPI. In (**b**) and (**c**), *n* = 3 biologically independent animals and 20 myofibers were analyzed per animal. Statistical analyses and data presentation: (**b**) and (**c**), two-sided unpaired *t*-test; ****P < 0.0001. Data are reported as mean ± SD. Scale bar: 200 μm. Source data are provided as a Source Data file.

### Myonuclear numbers impact myofiber size parameters

The neonatal phase of muscle growth requires myofibers to grow in length and width, with minimal new myofiber formation^20^. To understand the requirement of myonuclear accretion on these parameters we analyzed cross-sectional area (CSA) of myofibers in the tibialis anterior and quadriceps and evaluated myofiber length and volume in isolated myofibers from the EDL. Δ1w mice were analyzed at P28 and Δ2w mice at P35, each 4 weeks after fusion was inhibited, therefore littermate control mice were used at those ages. Histological analysis of both Δ1w and Δ2w mice revealed normal myofiber architecture, peripherally located nuclei (no central nucleation), and a lack of immune cell infiltration (Fig. 2a, b). Δ1w myofibers were visually smaller compared to control (Fig. 2a). Quantification of CSA in Δ1w mice showed a reduction of 39% in the tibialis anterior (Fig. 2a) and 21% in the quadriceps (Supplementary Fig. 1b). Δ2w mice exhibited a 17% reduction in the tibialis anterior CSA (Fig. 2b) and a non-statistically significant reduction of 15% in the quadriceps (Supplementary Fig. 1c). EDL myofiber length was also impacted by a reduction in myonuclear number, where Δ1w myofibers exhibited a reduction of 21% and Δ2w myofibers were 12% shorter (Fig. 2c, d). We also measured volume of EDL myofibers and observed a 54% reduction in Δ1w and 34% reduction in Δ2w mice (Fig. 2e, f). To understand the kinetics of mouse and muscle growth after genetic blockade of fusion, we analyzed tibia lengths, body weights, and cross-sectional area of myofibers in Δ2w mice at multiple postnatal time points. The tibia lengths and body weights of Δ2w mice exhibited a similar change across time compared to controls (Supplementary Fig. 2a). Tibialis anterior myofiber size remained unchanged between WT and Δ2w mice at P21 and P28, but an increased number of smaller fibers and decreased number of larger fibers were apparent in Δ2w muscle at P42 (Supplementary Fig. 2b), showing that Δ2w mice possess some ability to grow between P28 and P42. These data indicate that a dynamic relationship exists between number of myonuclei and radial or length size and reveal that muscle can compensate for fewer myonuclei.

**Fig. 2:**
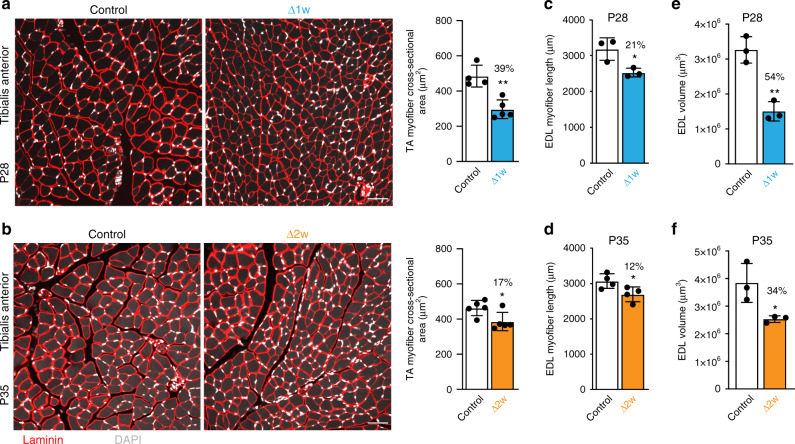
Effects of myonuclear reduction on myofiber dimensions. **a** Representative sections of tibialis anterior (TA) muscle of Δ1w and control mice at P28 (left). Analysis of cross-sectional area (CSA; right) revealed a 39% reduction in Δ1w myofiber CSA compared to controls. **b** Sections of TA muscle of Δ2w and control mice at P35 (left). CSA analysis (right) showed Δ2w myofibers are 17% smaller than controls. Sections in (**a**) and (**b**) were immunostained with laminin antibodies (red) and also stained with DAPI to label nuclei (white). **c**, **d** Average length of Δ1w EDL myofibers is decreased by 21% compared to controls (**c**), and Δ2w EDL myofiber length is decreased by 12% (**d**). **e**, **f** Myofiber volume showed a 54% reduction in Δ1w EDL at P28 (**e**) and a 34% reduction in Δ2w EDL at P35 (**f**). At least 3 20× images were analyzed per mouse in (**a**) and (**b**) (*n* = 4–5 biologically independent animals). 20 myofibers were analyzed per animal in (**c**–**f**) (*n* = 3–4 biologically independent animals). Statistical analyses and data presentation: (**a**–**f**) two-sided unpaired *t*-test; *p < 0.05, **p < 0.01. Data are represented as mean ± SD. Scale bar: 50 μm. Source data are provided as a Source Data file.

### Myonuclear number determines the type of muscle adaptation

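Tibialis anterior (TA) muscle, a fast muscle of the lower leg, was taken at P28 from 9 mice, and total RNA of each mouse was hybridised to 1 Clariom S Mouse array, which gives 1 signal for each gene. Control, Δ1w, and Δ2w muscle were each measured in 3 mice. *Mymk* encodes Myomaker, the membrane protein that muscle progenitors need to fuse, and the *Pax7* CreER allele deletes it in satellite cells, the stem cells of muscle, after tamoxifen at P0 (Δ1w) or P6 (Δ2w). *Mymk* itself was at a log2 signal of 11.82 ± 0.21 (SD, n = 3) in control muscle, 8.14 ± 0.77 (SD, n = 3) in Δ1w muscle, and 7.59 ± 0.85 (SD, n = 3) in Δ2w muscle. It changed by −3.68 on the log2 scale in Δ1w muscle (standard error 0.42, adjusted p = 0.00262 from limma) and by −4.23 in Δ2w muscle (standard error 0.42, adjusted p = 0.00784 from limma). Each Δ1w and Δ2w mouse lay below each control mouse. Whether the probes of *Mymk* lie inside the deleted part of the gene is not given in the sources used here. The paper gives tamoxifen to all mice, while the sample labels record none for the controls. The labels also record a LacZ allele of *Mymk* beside the floxed allele in 6 of the 9 mice, 2 of them controls. The paper describes mice homozygous for the floxed allele. All Δ2w mice carry the LacZ allele, but of the Δ1w mice only replicate 5, so it is not balanced between the models. An mTmG reporter allele is recorded in all mice but Δ1w replicate 8. For nuclei per myofiber, counted in the extensor digitorum longus, the labels give 233 in control, 55 in Δ1w, and 100 in Δ2w muscle. The paper gives these 3 values too, and 230 for the controls in Fig. 1b. Its Δ1w count comes from mice at P28, the age of the arrays, and its Δ2w count from older mice.

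The authors summarised the arrays by Signal Space Transformation Robust Multi-Array Average (sst-rma), which gives gene signals on a log2 scale, normalized across arrays. The methods name sst-rma for the gene signals and the Transcriptome Analysis Console for differential expression, and the submitters' processing notes name Affymetrix Expression Console. Of the 28846 rows deposited, 22206 belong to genes and 6640 to control probes, and 19572 of the gene rows carry 1 gene symbol. The median signal of an array lay between 6.37 and 6.44 on the log2 scale. Positive control probes ranked above negative control probes with an area under the curve of 0.812 to 0.840 on the 9 arrays. The brightest transcripts, such as *Acta1* (skeletal actin) at 19.92 ± 0.02 (SD, n = 3) in control muscle, lie near the highest signal in the table, 19.93, where a change cannot be read. From these signals, all 3 groups were fitted in 1 limma model with Benjamini-Hochberg adjustment over the 22206 rows. The number of arrays, 3 per group, limits the precision. A prefix in the sample names, which the paper does not explain, is shared by 2 of the control mice and all 3 Δ2w mice. Another is shared by Δ1w replicates 5 and 8, and no Δ1w mouse shares one with a control mouse.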

To determine how muscle adapts to fewer myonuclei on a molecular level in the postnatal period we performed microarray analysis on control, Δ1w, and Δ2w muscle at P28. Unbiased clustering from each of the groups using principle component analysis or hierarchical analysis separated samples based on genotype, indicating the three groups of muscle are transcriptionally different and that Δ2w is more similar to control (Fig. 3a, Supplementary Fig. 3). 

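Over the 22206 gene signals, the Euclidean distance between group means on the log2 scale was 55.2 for Δ1w and control, 42.4 for Δ2w and control, and 44.1 for Δ1w and Δ2w. The first distance was 1.30 times the second, a difference that did not pass (exact permutation test of the Δ1w and Δ2w labels, one-sided p = 0.100 with 3 mice per group, where the 20 splits allow no p below 0.05). Among the 3 groups, 145 rows differed at an adjusted p under 0.05 from limma's F-test. The first principal component held 25.8% of the variance and placed control mice at 21.5 to 30.0, Δ2w mice at −4.74 to 7.80, and Δ1w mice at −40.1 to −2.14. The second held 13.6% and set Δ1w replicate 1, at −33.8, below the other 8 mice, the next of which was Δ1w replicate 5 at −19.2. The rows and linkage of the paper's hierarchical analysis are not given in the sources used here. Clustering was run in 12 combinations of distance, linkage, and rows, with either all rows or the 1000 most variable. In each of them the first split set Δ1w replicates 5 and 8 apart from the other 7 mice, Δ1w replicate 1 included. The 3 Δ2w mice formed a branch of their own in 6 of the 12, the 3 control mice in 0, and the 3 Δ1w mice in 0. By correlation over rows, the array nearest to each control mouse was a Δ2w array, and so were those nearest to Δ1w replicates 1 and 8 (Δ2w replicates 3 and 4), while Δ1w replicate 5 was nearest to Δ1w replicate 8. Control and Δ2w mice of the same name prefix were 65.5 apart on average and those of different prefixes 68.2, while control and Δ1w mice, which share no prefix, were 79.1 apart. All control and Δ2w pairs of different prefixes hold control replicate 2, the only control mouse without the LacZ allele. Prefix, allele, and mouse therefore cannot be told apart in them.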

Using gene ontology, we also analyzed differentially expressed genes between control and either Δ1w or Δ2w muscle. 

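Δ1w muscle differed from control muscle in 312 of the 22206 rows at an adjusted p under 0.05 from limma, with 201 higher and 111 lower. The largest rises were those of *Sln* (sarcolipin, a regulator of the sarcoplasmic calcium pump; log2 change 3.70, standard error 0.48), *Tceal7* (3.60), *Fam171b* (3.17), *Npr3* (the clearance receptor for natriuretic peptides; 3.09), and *Cilp* (a matrix protein; 2.78). They were followed by *Rgcc* (a regulator of the cell cycle; 2.71), *Tnni1* (slow troponin I; 2.68), *Xirp1* (an actin-binding Xin protein; 2.63), *BC049352* (2.63), and *Tnfrsf12a* (the TWEAK receptor; 2.56). The largest falls after *Mymk* were those of *Gpr50* (log2 change −3.25, standard error 0.34), *Mettl21e* (a methyltransferase; −2.66), *Asb15* (−2.46), and *Cdkn1c* (the cell cycle inhibitor p57; −2.15). Next were *Slc7a8* (an amino acid transporter; −2.08), *Rab6b* (−2.05), *Klhl33* (−1.89), *Rcl1* (−1.85), and *Fgfr4* (a fibroblast growth factor receptor; −1.83). Adjusted p-values of these genes ran from 2.4e-04 (*Fam171b*, *Rgcc*, and *Cdkn1c*) to 0.0185 (*Slc7a8*). *Rab6b* and *Fgfr4* had mean log2 signals under 6 over all mice. Negative control probes had medians of 5.94 to 6.13 (means by group), so the sizes of these falls are uncertain.

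In Δ2w muscle 10 rows differed from control, 8 higher and 2 lower. *Npr3* (log2 change 2.75, adjusted p = 0.0366), *Ctnna3* (αT-catenin; 1.99, adjusted p = 0.0152), and *Itga4* (an integrin subunit; 1.66, adjusted p = 0.0132) rose. So did *Kcnh2* (a potassium channel; 1.60, adjusted p = 0.0152), *Uchl1* (a deubiquitinase; 1.52, adjusted p = 0.0417), *Hspa1l* (a heat shock protein; 1.44, adjusted p = 0.0152), *Mustn1* (1.34, adjusted p = 0.0417), and 1 row that carries no gene symbol. *Mymk* and *Cdkn1c* (−1.53, adjusted p = 0.00988) fell. All 10 rows were also called in Δ1w muscle, in the same direction, against the same 3 control mice. Of the 312 rows called in Δ1w muscle, 305 (97.8%) had the same sign in Δ2w muscle. Unchanged groups simulated against the same controls gave 94.3% on average and at most 97.8% in 200 simulations. The 3 controls cannot be split into parts of at least 2, so part of this sharing can come from the controls. Over all rows the changes in the 2 models had a correlation of 0.619, against 0.500 simulated, and a covariance of 0.0651, against 0.0326 simulated, a difference of 0.0326 (rows are not independent replicates). Compared directly, Δ1w and Δ2w muscle differed in 1 row, *Rgcc*, higher in Δ1w muscle by 1.98 (standard error 0.22, adjusted p = 0.028 from limma), with 1841 rows at an unadjusted p under 0.05. That count was 0 (limma) without control replicate 1, Δ1w replicate 5, Δ1w replicate 8, or Δ2w replicate 3 (1827, 1516, 1784, and 1291 rows at an unadjusted p under 0.05). It was 58 without Δ1w replicate 1. With the name prefix as a random block or *Mymk* alleles as a covariate it was also 0 (limma, 1227 and 2170 rows at an unadjusted p under 0.05). With the 2 groups alone, the 1 row called was not *Rgcc*.

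The count for Δ1w against control was 146 to 156 without any 1 of the control mice, 104 and 131 without Δ1w replicates 5 and 8, and 653 without Δ1w replicate 1. It was 178 with the name prefix as a random block and 20, of which 15 were among the 312, with Δ1w replicate 1 as the only Δ1w array. With an index of circadian clock genes as a covariate it was 22, of which 20 were among the 312, and both of these alternatives were chosen after seeing the data. The count for Δ2w against control was 20 with that block and 1 within the shared prefix. It was 0 without control replicate 2, control replicate 6, or Δ2w replicate 3 (limma, with 1486, 1613, and 1401 rows at an unadjusted p under 0.05), 1 without Δ2w replicate 2, 6 without Δ2w replicate 4 or Δ1w replicate 8, and 21 without Δ1w replicate 1.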

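The authors display 10 genes of muscle development in a heat map, chosen on these samples, so their counts are not independent evidence of a direction. In Δ1w muscle 6 of them rose, 1 fell, and 3 did not pass an adjusted p of 0.05 from limma. *Tceal7* was at 10.55 ± 0.79 (SD, n = 3, log2 signal) in control, 14.15 ± 0.58 in Δ1w, and 12.94 ± 0.44 in Δ2w muscle, with adjusted p = 0.00203 in Δ1w and 0.054 in Δ2w muscle. *Ctnna3*, which anchors cell contacts to actin, rose by 2.25 on the log2 scale in Δ1w muscle (standard error 0.25, adjusted p = 0.00203). *Xirp1* was higher by 2.63 in Δ1w (adjusted p = 0.00356) and by 0.99 in Δ2w muscle (adjusted p = 0.559). *Ostn*, which encodes the secreted muscle peptide osteocrin, was higher by 1.83 in Δ1w (adjusted p = 0.00891) and 0.65 in Δ2w muscle (adjusted p = 0.651). *Npr3* and *Mustn1* rose in both models, *Npr3* by 3.09 and 2.75 and *Mustn1* by 1.22 and 1.34 in Δ1w and Δ2w muscle. *Prox1*, a homeodomain factor, fell by 0.96 in Δ1w muscle (adjusted p = 0.0349) and was at −1.21 in Δ2w muscle (adjusted p = 0.054). *Panx1* (log2 change 0.86 in Δ1w and 1.49 in Δ2w muscle), *Myog* (myogenin; −0.93 and −0.89), and *Nmrk2* (−0.77 and −1.51) passed in neither model. In Δ2w muscle 3 of the 10 rose, *Ctnna3*, *Npr3*, and *Mustn1*, and 7 did not pass. Of the 7 genes higher in both models, 5 were higher by more in Δ1w and 2 by more in Δ2w muscle. The difference between the models passed limma's test for 0 of the 10, with 4 at an unadjusted p under 0.05, and its smallest adjusted p was 0.214, for *Xirp1*.

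Gene lists fixed before the data were examined were tested with camera. Of 10 genes of the Z-disc and mechanical stress, 3 rose in Δ1w muscle, *Xirp1*, *Flnc*, and *Mustn1*, and 1 in Δ2w muscle, *Mustn1*. When adjusted over the list alone, 7 and 9 were higher. *Xirp1* and *Mustn1* are also in the authors' heat map, chosen on these samples, and are not independent evidence. The list's median log2 changes were 1.35 in Δ1w and 0.63 in Δ2w muscle. The list was higher in Δ1w (camera adjusted p = 2.1e-10) and Δ2w muscle (adjusted p = 4.1e-10), with adjusted p = 0.219 and adjusted p = 0.125 with an estimated correlation. Of 15 myogenic regulators and fusion genes, *Mymk* alone fell in each model, also when adjusted over the list alone. The list was lower in Δ1w (median −0.24, camera adjusted p = 0.00439) and Δ2w muscle (median −0.36, adjusted p = 9.7e-07), with adjusted p = 0.219 and adjusted p = 0.0697 with an estimated correlation. *Mymk* is the gene deleted by design, and without it, a test chosen after seeing the data, the medians were −0.23 (adjusted p = 0.0315) and −0.34 (adjusted p = 1.1e-04), with adjusted p = 0.293 and adjusted p = 0.0975 with an estimated correlation. Over the alternatives with the preset correlation, of which this test is 1 and the others keep *Mymk* in the list, the adjusted p was 0.00264 to 0.0579 in Δ1w (21 alternatives) and 2.1e-07 to 2.1e-04 in Δ2w muscle (22). Of 14 satellite cell genes, *Fgfr4* fell in Δ1w muscle (4 lower when adjusted over the list alone) and 0 passed limma's test in Δ2w muscle (6 at an unadjusted p under 0.05, 5 lower when adjusted over the list alone). That list was lower in Δ2w muscle (median −0.35, camera adjusted p = 2.6e-04, adjusted p = 0.0697 with an estimated correlation) and missed the threshold in Δ1w muscle (median −0.32, adjusted p = 0.0573). Among rows with a mean log2 signal of at least 6, the satellite cell list did not pass in Δ2w muscle. These rows leave out *Fgfr4*, *Pax7*, *Myf5*, and *Calcr*, with control means of 6.07, 4.98, 4.63, and 5.37. Negative control probes had medians of 5.94 to 6.13 (means by group), so part of the list lay near background. *Pax7* and *Myf5* are also in the list of myogenic regulators, so these 2 lists are not independent. In Δ1w muscle *Prox1* passed in 7 of 20 alternatives and not with the prefix as a random block, with log2 changes of −1.15 to −0.86. In Δ2w muscle *Mustn1* passed in 7 of 21 (1.21 to 1.49), and *Ctnna3* (1.89 to 2.16) and *Npr3* (2.41 to 2.97) in 13.

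**Figure D1:**
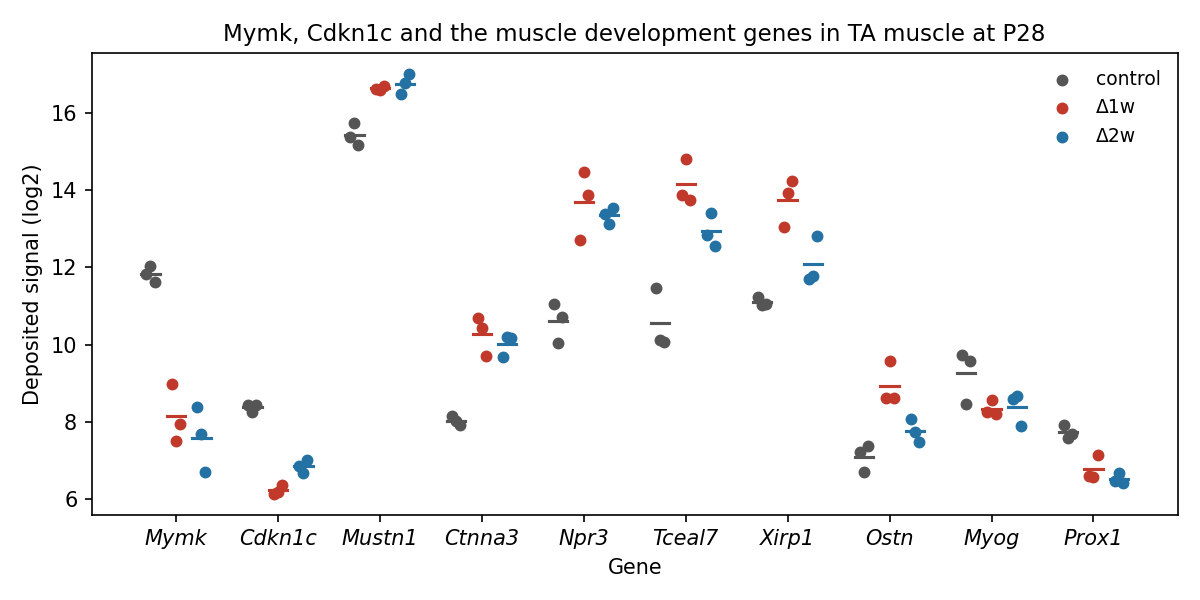
Log2 signals of *Mymk*, *Cdkn1c*, and 8 of the muscle development genes in TA muscle at P28. Each point is 1 mouse (n = 3 per group) and each bar a group mean, and the Δ1w and Δ2w mice lie above the control mice for *Mustn1*, *Ctnna3*, and *Npr3* and below them for *Mymk* and *Cdkn1c*.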

While both Δ1w and Δ2w muscle exhibited increased levels of genes associated with muscle development, these differences were more pronounced in Δ1w samples (Fig. 3b). We also observed stark differences in gene expression between Δ1w and Δ2w muscle in terms of fiber type specification and apoptosis/oxidative stress. Δ1w muscle exhibited increased levels of genes present in slow Type I skeletal muscle including *Myh7*, *Tnnc1*, *Atp2a2*, and *Sln* (Fig. 3c). These data indicate that Δ1w muscle does not contain the sufficient number of myonuclei needed for establishment of a normal muscle phenotype. Additionally, we observed increased levels of apoptosis and oxidative stress genes in Δ1w muscle suggesting that a 75% reduction of myonuclei results in a maladaptive phenotype (Fig. 3d). Indeed, Δ1w mice die by 200 days of age (Fig. 3e). 

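Of 14 genes of slow fibers listed before the data were examined, 6 rose in Δ1w muscle, 0 fell, and 8 did not pass an adjusted p of 0.05 from limma (10 higher when adjusted over the list alone, 11 at an unadjusted p under 0.05). Of the 14, 6 are also in the authors' heat map, chosen on these samples, and are not independent evidence. *Sln* was at a log2 signal of 8.94 ± 0.75 (SD, n = 3) in control, 12.64 ± 1.12 in Δ1w, and 9.28 ± 0.18 in Δ2w muscle, and its rise in Δ1w muscle had an adjusted p of 0.00367. *Myl2*, the slow regulatory light chain of myosin, rose by 2.48 (standard error 0.32, adjusted p = 0.00367), and *Tnni1* by 2.68 (standard error 0.46, adjusted p = 0.0158). *Tnnc1*, slow troponin C, rose by 2.47 (standard error 0.50, adjusted p = 0.0332) and *Myoz2*, a calcineurin-binding Z-disc protein, by 1.29 (standard error 0.18, adjusted p = 0.00515). The sixth was *Tpm3*, slow tropomyosin, named after its values were seen (1.27, adjusted p = 0.0473). *Myh7*, the slow myosin heavy chain, was at 10.39 ± 0.68 in control, 13.14 ± 0.96 in Δ1w, and 9.82 ± 1.36 in Δ2w muscle. Its log2 change of 2.75 in Δ1w muscle (standard error 0.62, adjusted p = 0.0556) did not pass, nor did those of *Atp2a2*, the calcium pump SERCA2 (1.08, adjusted p = 0.0628), and *Tnnt1*, slow troponin T (1.49, adjusted p = 0.0725).

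In Δ2w muscle 0 of the 14 passed limma's test (3 at an unadjusted p under 0.05, and 2 higher and 1 lower when adjusted over the list alone), with a median log2 change of −0.19 (camera adjusted p = 0.956). Compared directly, Δ1w was above Δ2w muscle in 13 of the 14, by a median of 1.35 (camera adjusted p = 1.1e-17, adjusted p = 0.0875 with an estimated correlation), while 0 single genes passed limma's test of that difference (11 at an unadjusted p under 0.05, 9 higher when adjusted over the list alone). Against control muscle, the list's median was 1.28 (camera adjusted p = 2.2e-12, adjusted p = 0.205 with an estimated correlation). The mean signal of the list was 11.6, 12.3, and 12.3 in the 3 Δ1w mice and between 10.3 and 10.9 in the other 6 mice. Δ1w replicates 5 and 8, which share a name prefix, were also highest in *Sln* (13.5 and 13.1), *Myh7* (14.0 and 13.4), and *Tnnc1* (12.9 and 12.8). Δ1w replicate 1 was at 11.4, 12.1, and 11.6 and the other 6 mice at 8.45 to 9.80, 8.73 to 11.3, and 8.79 to 10.9. The same 2 mice were also highest in the mean of 18 fibroblast and matrix genes, at 13.183 and 13.110, while Δ1w replicate 1, at 12.156, lay within the range of the other 6 mice, at most 12.465. *Tnnc1* passed in 9 of 20 alternatives and not with the prefix as a random block, and *Tnni1* in 14. *Sln*, *Myl2*, and *Myoz2* passed in 18. Their log2 changes were 2.43, 2.35, and 0.98 with Δ1w replicate 1 as the only Δ1w array, whose spread is then taken from the other groups, and 2.93, 2.10, and 0.99 with an index of circadian clock genes, which set Δ1w replicates 5 and 8 apart, as a covariate. They did not pass in either alternative, both chosen after seeing the data.

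**Figure D2:**
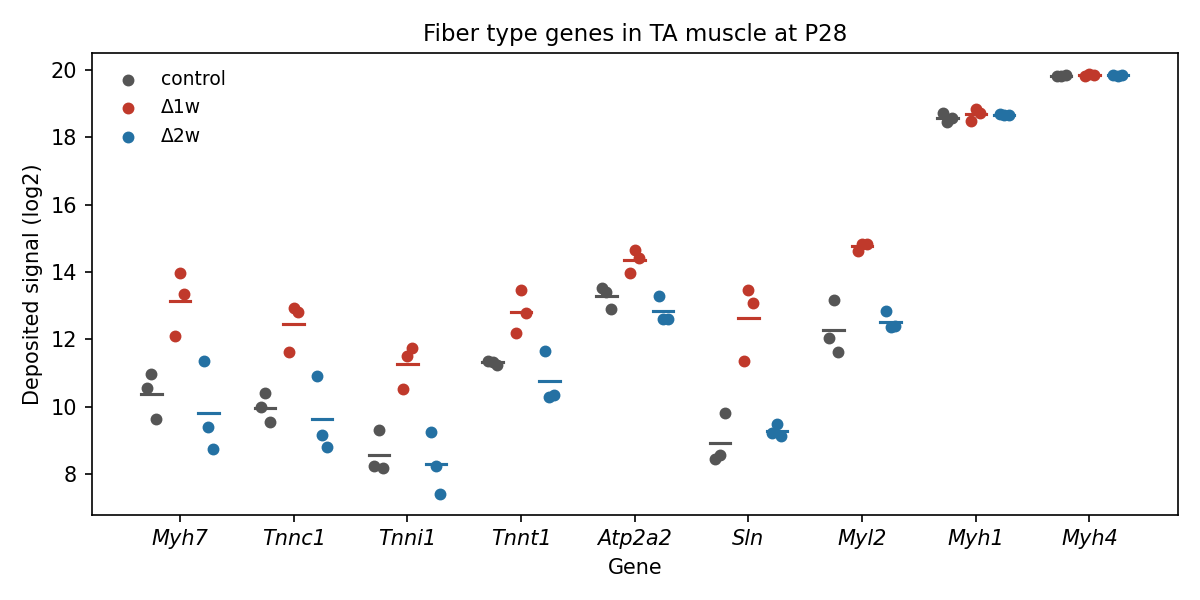
Log2 signals of 7 slow fiber genes and of the fast myosins *Myh1* and *Myh4* in TA muscle at P28. Each point is 1 mouse (n = 3 per group) and each bar a group mean, and the 3 Δ1w mice lie above the other 6 mice for the 7 slow fiber genes, while the groups overlap for *Myh1* and *Myh4*.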

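Of 15 fast fiber genes listed before the data were examined, 0 passed limma's test in Δ1w muscle (1 at an unadjusted p under 0.05, 0 when adjusted over the list alone) and 0 in Δ2w muscle (0 at an unadjusted p under 0.05). Their median log2 change was −0.10 in Δ1w (camera adjusted p = 0.305) and 0.01 in Δ2w muscle (adjusted p = 0.95). *Myl1*, *Atp2a1*, *Myh4*, *Tpm1*, and *Mylpf*, all but *Myh4* named after their values were seen, had control means of 19.92, 19.92, 19.83, 19.76, and 19.52, so near the highest signal that the list and its test can miss a change. *Myh4*, the IIb myosin heavy chain, was at 19.83 ± 0.02 (SD, n = 3, log2 signal) in control and 19.85 ± 0.03 in Δ1w muscle, and its log2 change was 0.02 (standard error 0.14, adjusted p = 0.969). *Myh1*, the IIx chain, was at 18.58 ± 0.13 in control and 18.68 ± 0.17 in Δ1w muscle, a log2 change of 0.11 (standard error 0.16, adjusted p = 0.831). *Myh2*, the IIa chain, was at −0.31 (adjusted p = 0.693) and *Actn3*, the α-actinin of fast fibers, at −0.37 (adjusted p = 0.298). Of 7 isoforms of developing muscle, 0 passed limma's test in Δ1w muscle (3 at an unadjusted p under 0.05; 2 higher and 1 lower when adjusted over the list alone; camera adjusted p = 0.417) and 0 in Δ2w muscle (0 at an unadjusted p under 0.05). The embryonic myosin *Myh3* was among them, with a log2 change of 1.61 in Δ1w muscle (standard error 0.39, adjusted p = 0.0715). *Myh8*, another of the 7, named after its values were seen, was at 19.92 in control muscle, too near the highest signal for a change to be read. From the higher slow fiber genes in Δ1w muscle, the paper concludes that Δ1w muscle holds too few myonuclei to establish a normal phenotype.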

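Of 9 apoptosis and oxidative stress genes from the authors' heat map, chosen on these samples and so no independent evidence, 3 rose in Δ1w muscle. *Hspb1*, a small heat shock protein, was at a log2 signal of 12.37 ± 0.43 (SD, n = 3) in control and 14.58 ± 0.58 in Δ1w muscle and rose by 2.21 (standard error 0.33, adjusted p = 0.0083 from limma). *Rrad*, a GTPase, rose by 1.87 (standard error 0.33, adjusted p = 0.0203) and *Atf4*, a transcription factor of the integrated stress response, by 0.95 (standard error 0.16, adjusted p = 0.0135). The other 6 did not pass, with log2 changes of 1.43 for *Cdkn1a*, the cell cycle inhibitor p21 (adjusted p = 0.0782), 1.00 for *Nol3* (adjusted p = 0.0724), 0.96 for *Cyfip2* (adjusted p = 0.0792), and 0.71 for *Zfp36l1* (adjusted p = 0.257). They were −1.69 for the kinase *Sgk1* (adjusted p = 0.0749), and −0.61 for *Oxr1* (adjusted p = 0.096). *Rrad* and *Cyfip2* had mean log2 signals under 6 over all mice. Negative control probes had medians of 5.94 to 6.13 (means by group), so the sizes of these 2 changes are uncertain. In Δ2w muscle 0 of the 9 passed limma's test, with 0 at an unadjusted p under 0.05. The difference between Δ1w and Δ2w muscle passed for 0 of the 9 (8 at an unadjusted p under 0.05), and its smallest adjusted p was 0.125, for *Rrad* (1.97).

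Of 20 measured genes of apoptosis and p53, listed before the data were examined, 0 passed limma's test in Δ1w muscle (6 at an unadjusted p under 0.05, 3 higher when adjusted over the list alone) and 0 in Δ2w muscle (2 at an unadjusted p under 0.05). Their median log2 change was 0.12 in Δ1w (camera adjusted p = 0.145) and 0.20 in Δ2w muscle (adjusted p = 0.125). Of 20 genes of oxidative stress defence, 3 rose in Δ1w muscle, *Gpx1*, a glutathione peroxidase (log2 change 1.21, adjusted p = 0.00462), *Srxn1*, sulfiredoxin (1.24, adjusted p = 0.0338), and *Sod3*, the secreted superoxide dismutase (1.64, adjusted p = 0.0351). *Gclm*, of glutathione synthesis, was at −0.77 (adjusted p = 0.0582). When adjusted over the list alone, 4 were higher and 3 lower. The list as a whole passed camera's test neither in Δ1w (median −0.0047, mean 0.11, camera adjusted p = 0.787) nor in Δ2w muscle (median −0.19, adjusted p = 0.369), where 0 of the 20 passed limma's test (3 at an unadjusted p under 0.05). Of 23 genes of ATF4 and the unfolded protein response, *Atf4* and *Atf3* (1.61, adjusted p = 0.0183) rose in Δ1w muscle, and *Chac1*, a target of ATF4, was at −1.15 (adjusted p = 0.0936; camera adjusted p = 0.745 for the list). *Srxn1* passed in 10 and *Sod3* in 9 of 20 alternatives, with log2 changes of 1.08 to 1.45 and 0.97 to 1.94. Neither passed with the name prefix as a random block.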

At 5 months of age, Δ1w mice are hunched and display kyphosis, further indicating that this level of myonuclear number is not sustainable for normal muscle function (Fig. 3f). In contrast, we did not observe obvious kyphosis in Δ2w mice at 5 months of age (Fig. 3f) and no premature death during the duration of this study (Fig. 3e). Overall, the level of myonuclei in Δ1w muscle is not sufficient to establish normal muscle and leads to a maladaptive phenotype, but the level of myonuclei in Δ2w muscle is sufficient to elicit an adaptation that allows survival and relatively normal development under baseline conditions.

**Fig. 3:**
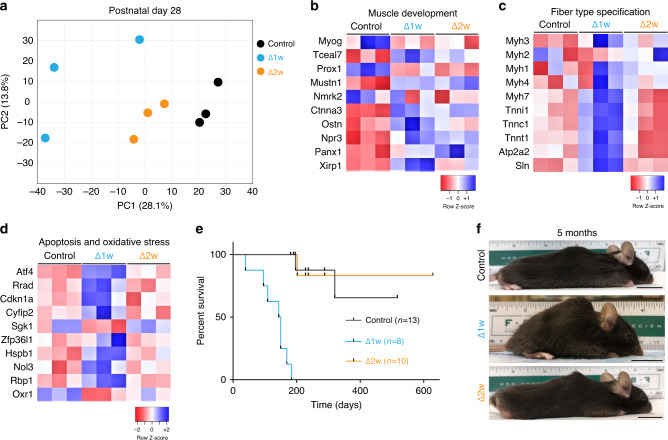
Δ1w mice display a maladaptive lethal phenotype in contrast to Δ2w mice. **a** PCA plot from microarray analysis showing the differential clustering of Δ1w, Δ2w, and control samples (TA muscle). Δ1w muscle displayed a more divergent profile from that of Δ2w and control muscle, which appeared more similar. **b** Heat map of muscle development genes showed more pronounced alterations in Δ1w compared to Δ2w muscle. **c** Heat map of genes associated with muscle fiber type revealed Δ1w muscle exhibit increased expression of slow fiber type genes (*Myh7*, *Tnnt1*, *Atp2a2*, *Sln*) and reduced expression of fast fiber type genes (*Myh4*, *Myh1*). **d** Heat map showing increased expression of apoptosis and oxidative stress genes in Δ1w muscle. **e** Survival curve for Δ1w, Δ2w, and control mice. Δ1w mice began dying prematurely prior to three months of age while Δ2w mice did not. **f** Images of Δ1w, Δ2w, and control mice showed kyphosis in Δ1w mice, while Δ2w mice looked similar to controls. Data presentation: (**a**–**d**) data generated using microarray data performed on TA muscle at P28; *n* = 3 per group. Scale bar: 2 cm. Source data are provided as a Source Data file.

### mRNA analysis reveals a range of myonuclear flexibility

Since Δ1w and Δ2w mice possess fewer myonuclei, but these nuclei lack any genetic perturbation and therefore are genetically normal, we surmised that the adaptive responses elicited in these models could help determine the potential range of functional myonuclear flexibility. To that end, we explored total RNA and mRNA levels of the various groups of mice to understand the relationship between myonuclear number and mRNA output. Total RNA normalized to muscle weight (RNA abundance) revealed no differences between WT, Δ1w, and Δ2w mice at P28 (Fig. 4a). However, when these values were further normalized to the average myonuclear number, a 4-fold increase is revealed in Δ1w muscle and a 2-fold increase in Δ2w muscle (Fig. 4b). These data indicate that in Δ1w and Δ2w muscle there are a greater ratio of RNA:myonuclei compared to WT muscle, suggesting muscles with fewer nuclei are able to positively regulate RNA abundance. To test if this ability impacted mRNA content, we assessed levels of mRNA transcripts from our microarray analysis and normalized them to total RNA and average myonuclear numbers. 

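For this comparison the mean sst-rma signal of each of the 22206 gene rows was taken over the 3 mice of a group and set against the control mean, and a least-squares line was fitted over rows, before any division, since total RNA per sample is not used here. Because the signals were normalized across arrays, a change in the total amount of mRNA would not move them, and a row shows its share among all transcripts. Control means ran from 2.63 to 19.92 on the log2 scale, a 7.58-fold span if log2 values are taken as they stand and a 160091-fold span as linear signals. *Acta1* and *Myh4* lay at the top of that range, with *Gapdh* at 19.19 ± 0.01 (SD, n = 3) in control muscle. The paper also measured 5 transcripts of muscle structure by RT-PCR, where it compared models at a later age and relative to total RNA and nuclei. Of these 5, 0 passed limma's test in Δ1w or Δ2w muscle on the arrays (0 at an unadjusted p under 0.05 in each). Among them, *Tnnt3*, fast troponin T, was at 18.76 ± 0.14 in control, 18.88 ± 0.07 in Δ1w, and 18.87 ± 0.06 in Δ2w muscle, and *Tnnc2*, fast troponin C, at 18.35 ± 0.16, 18.40 ± 0.02, and 18.30 ± 0.13.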

The normalization of mRNA transcripts to total RNA yields a metric for mRNA concentration (relative to total RNA content, not volume), which has shown to be size-independent in mononuclear cells^3^. We found that, when compared to controls, Δ1w muscle possessed an increased mRNA concentration of 1.25-fold, whereas Δ2w muscle increased 1.5-fold (Fig. 4c). 

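Before division by total RNA, the slope of Δ1w on control muscle was 0.989 (intercept 0.0876, R squared 0.986) and that of Δ2w on control muscle 0.999 (intercept 0.0121, R squared 0.992). Fitted mouse by mouse, the slope was 0.989 ± 0.0062 (SD, n = 3) in Δ1w and 0.999 ± 0.0050 (SD, n = 3) in Δ2w muscle. Single control mice set against the mean of the other controls gave 0.9903 to 0.9972. With linear signals the slopes were 0.976 in Δ1w and 0.989 in Δ2w muscle. The sum of the linear signals was 0.986 times that of control muscle in Δ1w and 0.993 times in Δ2w muscle.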

The greater increase in mRNA concentration in Δ2w muscle is consistent with the idea that they possess a more effective and sustainable adaptive response. Indeed, when assessed on a per nuclear basis (as a proxy for the relative mRNA output per nucleus), this value was appreciably higher in Δ1w muscle (5.3-fold) compared to Δ2w muscle (3.5-fold) (Fig. 4d). 

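Multiplied by the ratio of nuclei per myofiber in control muscle to that in each model, 4.236 for Δ1w and 2.330 for Δ2w from the 233, 55, and 100 nuclei of the sample labels, the slopes before division by total RNA became 4.19 in Δ1w and 2.33 in Δ2w muscle. Because normalization across arrays holds the slope before division near 1, these products restate the ratios of nuclei. They carry no evidence on mRNA output per nucleus. The nuclei were counted in the extensor digitorum longus, those of Δ2w mice at an age beyond P28, and the transcripts measured in TA muscle at P28. The paper takes the slope after both divisions as a proxy for mRNA output per nucleus and states that this output was higher in Δ1w than in Δ2w muscle.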

We interpret the premature death of Δ1w mice as evidence that this level of transcriptional output is either not sustainable or dysfunctional. In contrast, the absence of premature lethality in Δ2w mice coupled with establishment of smaller but functionally normal muscle (see below) indicates that the increase in relative mRNA output per nucleus in these mice is within a manageable range of flexibility. These data show that myofibers with fewer myonuclei exhibit flexibility in terms of ability to increase mRNA concentrations and also establish a minimal number of nuclei required for muscle development that can sustain life.

**Fig. 4:**
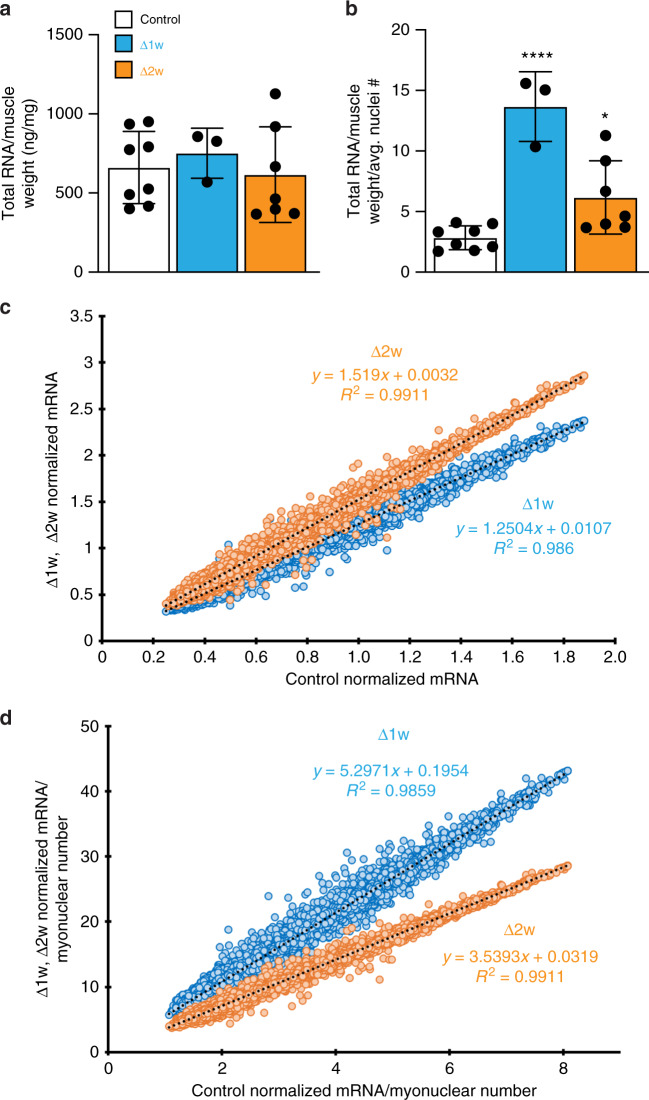
Myofibers adapt to the reduction in myonuclear numbers by elevating mRNA concentrations. **a** Total RNA levels from the tibialis anterior normalized to muscle weight for the indicated groups of mice at P28. **b** Normalized RNA levels (from **a**) further normalized to the average number of nuclei/myofiber. For (**a**) and (**b**), *n* = 3–8 biologically independent animals. **c** Comparison of the mRNA concentration (normalization of sst-rma signals from microarray of 22,207 annotated transcripts to total RNA for the respective sample) of Δ1w and Δ2w muscle to control revealed a greater contribution of mRNA to total RNA (mRNA concentration) being generated in both Δ1w (slope = 1.2504) and Δ2w (slope = 1.519) muscle (represented as the slope of the best-fit line). **d** Data from **c** were normalized further to average number of nuclei/myofiber, revealing an even larger increase in the percentage of mRNA:total RNA being generated on a per nucleus basis in Δ1w (slope = 5.2971) and Δ2w (slope = 3.5393) muscle compared to controls. Statistical analyses and data presentation: (**a**) and (**b**), one-way ANOVA with a Tukey correction for multiple comparisons; *p < 0.05, ****p < 0.0001. Significance compared to control group. Data are reported as mean ± SD. Source data are provided as a Source Data file.

### Δ2w mice exhibit larger and functional cytoplasmic domains

Since Δ1w mice die prematurely, we focused further analysis on a better understanding of the adaptations in Δ2w mice. Specifically, we asked: (1) if the compensation observed during early development is sustained and able to support maturational growth (from adolescence to adulthood), when there is limited addition of new myonuclei, and (2) how the myonuclear domain is impacted by the the reduction in myonuclei numbers. We began by analyzing isolated EDL myofibers from control and Δ2w muscle at multiple time points from P13 to P150. This approach allowed determination of nuclear number, cross-sectional area, and myonuclear domain from the same sample material. A 200–400-µm segment from at least 30 myofibers per animal was imaged and rendered in 3D (Fig. 5a), which was then utilized for quantification of multiple parameters. The myonuclear number in Δ2w muscle was reduced at P14, one week after ablation of fusion, and remained reduced through P150 (Fig. 5b). These data show that the myonuclear number in Δ2w muscle is not rescued through karyokinesis of existing myonuclei or through fusion of a Pax7-independent stem cell population. The cross-sectional area of EDL myofibers begins to diverge at P35 in Δ2w muscle and remains reduced at P42 and P150 (Fig. 5c). However, between P42 and P150 we observed an increase in CSA of both control and Δ2w muscle suggesting that muscle with fewer nuclei can grow in width during the maturational phase of muscle growth. Analysis of myonuclear domains in the isolated EDLs revealed larger cytoplasm:DNA ratios in Δ2w muscle beginning at P28, and this difference increased at P150 (Fig. 5d). These data indicate that muscle fibers with a 55% reduction in nuclei and expanded cytoplasm:DNA ratios can grow radially during the maturational growth phase of muscle development.

**Fig. 5:**
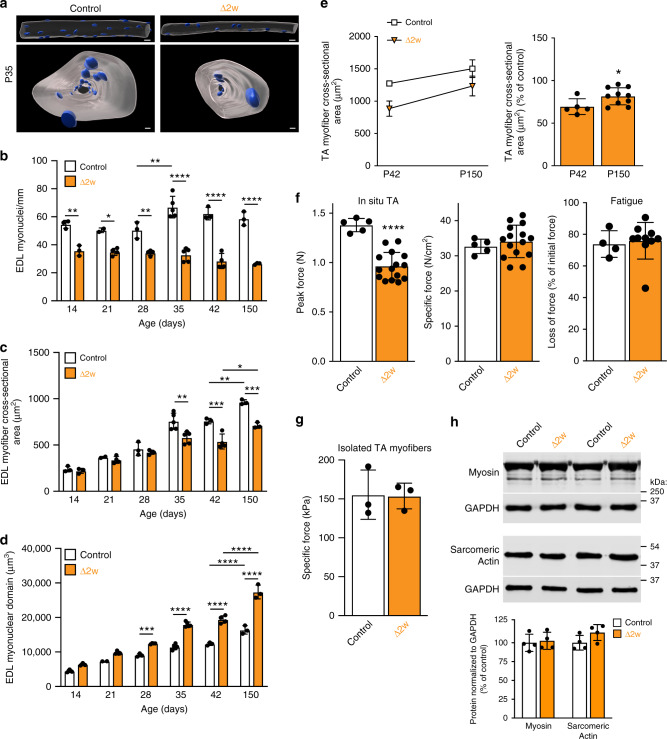
Δ2w mice retain the ability to generate normal muscle quality with enlarged myonuclear domains. **a** Representative images showing 3D rendered myonuclei (blue) and myofiber volume (gray) from a section of control and Δ2w EDL myofibers at P35, viewed from the side (top) and through (bottom) the myofiber. Images were used to quantify nuclei number, myofiber area and myonuclear domain. **b** Number of myonuclei/mm in EDL myofibers from the indicated groups of mice at various ages. **c** EDL myofiber cross-sectional areas in control and Δ2w muscle. **d** Quantification of changes in myonuclear domain in control and Δ2w EDL myofibers over time. **b**–**d** *n* = 3–5 biologically independent animals. **e** Comparison of tibialis anterior (TA) cross-sectional area at P42 and 5 months, expressed as growth over time (left), and percentage of control (right), revealed the retained ability of Δ2w muscle to grow at the same rate as control muscle. *n* = 5–10 biologically independent animals. **f** Control and Δ2w muscle were subjected to in situ muscle force measurements to assess functional capacity at five months of age. Δ2w tibialis anterior generated a lower peak tetanic force (left), but when normalized to physiological cross-sectional area, Δ2w muscle exhibited similar specific force as controls (middle), indicating the overall functional quality of muscle in the two groups is the same. Fatigue, measured as loss of initial force following continuous isometric stimulations, was similar between the two groups (right). *n* = 5–15 biologically independent animals. **g** Contractile function of single myofibers from control and Δ2w tibialis anterior muscles. 6 myofibers were analyzed per animal. *n* = 3 biologically independent animals. **h** Representative western blots for myosin and sarcomeric actin from control and Δ2w quadriceps (top). Quantification of the protein signal normalized to GAPDH (bottom). *n* = 4 biologically independent animals. Statistical analyses and data presentation: (**b**–**d**) two-way ANOVA with a Tukey correction for multiple comparisons. **e**–**h** Two-sided unpaired *t*-test; *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Data are reported as mean ± SD. Scale bars: (**a**) 30 μm (top), 10 μm (bottom). Source data are provided as a Source Data file.

As an independent method to determine the ability of Δ2w mice to grow and function during maturation from P42 to adulthood, we analyzed cross sections of the tibialis anterior and evaluated function of hindlimb muscles. Consistent with our findings in the EDL, tibialis anterior cross-sectional area of Δ2w muscle increased by a similar percentage as control between P42 and P150 (Fig. 5e). Assessment of muscle function using an in situ approach that directly measures force produced by the tibialis anterior revealed reduced peak force in Δ2w mice, consistent with their muscles being smaller than controls (Fig. 5f). However, specific force (peak force normalized to physiological cross-sectional area) and fatigue were comparable between control and Δ2w mice (Fig. 5f). Moreover, functional analysis on skinned single myofibers from the TA revealed similar specific force between control and Δ2w mice (Fig. 5g). One aspect of Δ2w muscle that could compensate for function are changes in fiber type, but we observed normal distributions of myosin isoforms (Supplementary Fig. 4).

Thus, our combined functional analysis indicates normal myofiber quality in Δ2w mice. Consistent with normal specific force, Δ2w muscles contain normal relative levels of contractile proteins that comprise the muscle sarcomere (Fig. 5h). Taken together, Δ2w muscle harbors a 55% reduction of myonuclei leading to smaller myofibers, but expanded myonuclear domains and the ability to develop specific force comparable to controls. These data establish that a reserve capacity to support expanded myonuclear domains and functional growth exists in myonuclei during postnatal development.

### Myonuclear number limits myofiber flexibility

We have shown that Δ2w mice consistently possess an increased mRNA concentration (relative to total RNA content, not volume) in muscle, even though they contain fewer nuclei. Thus, compared to control mice, Δ2w mice are able to maintain higher transcript concentrations and larger myonuclear domains. One potential explanation of these data is simply that a reduction in myonuclear numbers elicits the adaptive flexibility observed in the Δ2w mice. To further test the relationship between myonuclear number and flexibility to establish size, we generated a mouse model with more nuclei than Δ2w mice but less than control. To achieve this, we treated *Mymk*^loxP/loxP^; *Pax7*^CreER^ or *Mymk*^loxP/loxP^ (as controls) with tamoxifen at P13 (Fig. 6a), the final week during development where robust myonuclear addition takes place. In these mice, which we refer to as Δ3w, analysis of myonuclear number in isolated EDLs showed that these myofibers exhibit a 25% reduction of nuclei (Fig. 6b). Thus, Δ3w muscle have a nuclear number (approximately 180/myofiber) between control (233/myofiber) and Δ2w (100/myofiber). Body weights of Δ3w mice were smaller compared to controls (Supplementary Fig. 5a). We analyzed size parameters of muscle in Δ3w mice at P42, 4 weeks after ablation of fusion, and found a 22–24% reduction of cross-sectional area in the tibialis anterior and quadriceps (Fig. 6c, Supplementary Fig. 5b). We also observed a 9% reduction of EDL length in Δ3w mice (Fig. 6d) and a 33% reduction in volume (Fig. 6e).

**Fig. 6:**
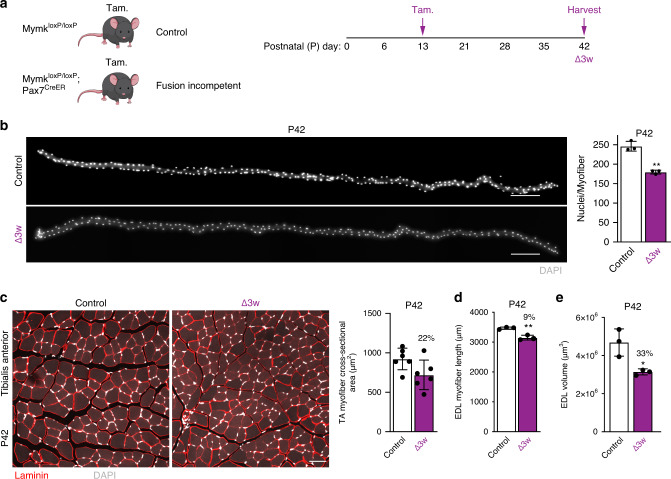
Size characteristics in Δ3w mice. **a** Experimental design used to generate a third genetic model, Δ3w mice. The indicated groups of mice were administered tamoxifen (Tam.) at P13 and tissue was collected four weeks later. **b** Single myofiber images (left) and quantified average number of nuclei per myofiber (right) in Δ3w and control EDL muscle at P42. Control myofibers have an average of 246 nuclei/myofiber, while Δ3w mice have an average of 180 nuclei/myofiber. Myonuclei are labeled with DAPI. **c** Representative sections of Δ3w and control tibialis anterior (TA) muscle at P42 (left). Analysis of cross-sectional area (right) showed Δ3w myofibers are 22% smaller than controls. Sections in (**c**) were immunostained with laminin antibodies (red) and stained with DAPI (white). **d** Average length of Δ3w EDL myofibers is decreased by 9% compared to controls. **e** Myofiber volume showed a 33% reduction in Δ3w EDL at P42. 20 myofibers were analyzed per animal (*n* = 3 biologically independent animals) in (**b**), (**d**), and (**e**). At least 3 20× images were analyzed per mouse in (**c**) (*n* = 6 biologically independent animals). Statistical analyses and data presentation: (**b**–**e**) two-sided unpaired *t*-test; *p < 0.05, **p < 0.01. Data are represented as mean ± SD. Scale bars: (**b**) 200 μm, (**c**) 50 μm. Source data are provided as a Source Data file.

To directly compare size regulation in Δ2w and Δ3w muscle we analyzed cross-sectional area at P42 as a percentage of littermate controls. Here we found that both Δ2w and Δ3w muscle exhibited a reduction in size despite Δ3w muscle containing more myonuclei (Fig. 7a). Moreover, the myonuclear domain in isolated EDL myofibers was not different from control myofibers (Fig. 7b). Δ3w mice possess the same myonuclear domain as controls, but with fewer nuclei, resulting in smaller muscle. That Δ2w and Δ3w muscle exhibited similar size, but with divergent effects on cytoplasm:DNA ratios, prompted us to compare mRNA concentrations per nucleus, as a measurement of flexibility, between the two models. At P42, there were no differences in total RNA of the tibialis anterior when normalized to tissue weight between control, Δ2w, and Δ3w mice (Fig. 7c). When this value was further normalized to average myonuclear number, we observed an increase in Δ2w muscle, confirming our observations obtained at P28; in contrast, no such increase was detected in Δ3w muscle (Fig. 7d). While relative output of sarcomeric transcripts on a per nuclear basis were increased in both Δ2w and Δ3w muscle, the magnitude was modest in Δ3w compared to Δ2w muscle (Fig. 7e). These data reveal that a reduction of myonuclear numbers elicits an increase in mRNA output on a per nuclear basis in both Δ2w and Δ3w mice. However, Δ3w muscles, which contain 1.8-fold more nuclei, do not achieve the magnitude of output observed in Δ2w muscles. These data indicate that Δ3w muscle also has an ability to increase relative mRNA output compared to controls, but not to levels sufficient to enlarge myonuclear domains or establish muscle size to control levels. Overall, we interpret the diminished adaptive response observed in Δ3w muscles to indicate that myonuclear flexibility (an ability to sustainably enhance mRNA concentrations and support larger cytoplasmic volumes), seems to be determined directly by the number of myonuclei.

**Fig. 7:**
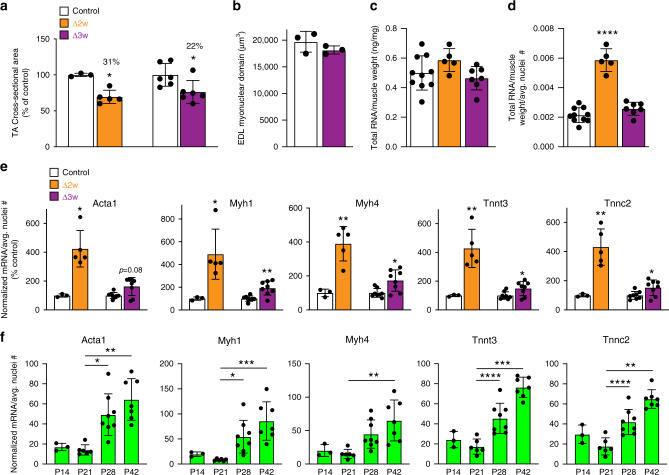
Flexiblity is inversely correlated with myonuclear number. **a** A comparison of the cross-sectional area of tibialis anterior muscle in Δ2w and Δ3w mice at postnatal (P) day 42 revealed similar effects on cell size, despite differences in myonuclear number (*n* = 3–7 biologically independent animals). **b** Assessment of the myonuclear domain in isolated EDL myofibers from Δ3w mice at P42 (*n* = 3 biologically independent animals). **c** Total RNA levels normalized to muscle weight in the various groups of mice (*n* = 5–10 biologically independent animals). **d** Normalized RNA levels from (**c**) were normalized again to the average number of nuclei/myofiber (*n* = 5–10 biologically independent animals). A significant increase in the amount of RNA per myonucleus is observed in Δ2w muscle, but remains unchanged in Δ3w muscle. **e** Concentration of transcripts coding for key skeletal muscle structural genes (*Acta1*, *Myh1*, *Myh4*, *Tnnt3*, and *Tnnc2*) on a per nuclear basis are increased in Δ2w and Δ3w muscle compared to controls (*n* = 3–8 biologically independent animals). Δ2w muscle has a larger increase in transcript concentration per nucleus than Δ3w, despite having fewer myonuclei per fiber. To obtain these values, relative transcript levels were determined by semi-quantitative qPCR from P42 samples, which were then normalized to total RNA and average myonuclear numbers for each genotype. **f** Abundance of transcripts on a per nuclear basis in wild-type tibialis anterior across developmental time points (*n* = 3–7 biologically independent animals). Statistical analyses and data presentation: **a**, two-sided unpaired *t*-test. **c**, **d** One-way ANOVA with a Tukey correction for multiple comparisons; significance compared to control group. **e**, *Acta1* (both groups)*, Myh1* (Δ2w only): Mann–Whitney test. *Myh1* (Δ3w only), *Myh4, Tnnt3*, and *Tnnc2* (both groups): two-sided unpaired *t*-test with Welch’s correction. **f** One-way ANOVA with Tukey correction for multiple comparisons. *Acta1* was analyzed with one-way ANOVA with Kruskal–Wallis correction for multiple comparisons. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Data are represented as mean ± SD. Source data are provided as a Source Data file.

Cellular volume has also been proposed to be sensed by nuclei and result in increased output^38^. While our data indicate that nuclei number itself regulates output, we sought to also test the effect of volume, in a setting where nuclei numbers are not increased, on myonuclear flexibility. Genetic and pharmacologic inhibition of myostatin, a negative regulator of muscle mass, leads to increases in myofiber size but does not elicit myonuclear accretion^24,29,39,40^. We treated 3-month-old control and Δ2w mice with ACVR2B-Fc, a decoy receptor for myostatin, over 4 weeks (Supplementary Fig. 6a). Control and Δ2w mice exhibited hypertrophy of myofibers to similar levels (Supplementary Fig. 6b, c). No increase in mRNA output per nucleus (normalizing mRNA to average numbers of myonuclei) for sarcomeric genes was observed after ACVR2B-Fc treatment in either control or Δ2w mice (Supplementary Fig. 6d). The failure to increase mRNA output by ACVR2B-Fc may explain the reduced muscle quality in animals where myostatin has been inhibited^24,40^. These data suggest that stimuli which lead to increases in myofiber volume, such as with myostatin inhibition, cannot be assumed to drive global increases in mRNA output. Overall, our data indicate that the number of nuclei predominate, over other factors such as volume, in determining myonuclear flexibility and mRNA concentrations.

The data presented thus far indicate that addition of myonuclei do not always yield an increase in output per nucleus, but these observations were made in genetic models. When extrapolated to normal postnatal muscle development, the sum total of our data suggest a paradigm where increase in myonuclear numbers during this period does not correlate with increase in cellular total mRNA abundance. If true, increases in mRNA abundance on a per nuclear basis should be limited during these postnatal developmental phases. To test this paradigm, we analyzed transcript abundance of *Acta1*, *Myh1*, *Myh4*, *Tnnt3*, and *Tnnc2* in control muscle during developmental myonuclear accretion (P14 and P21) and also, after the majority of that process had terminated (P28 and P42). Note that we were not assessing myonuclear flexibility here because there is no genetic perturbation to reduce nuclei numbers, and therefore did not measure mRNA concentrations. Consistent with our hypothesis, we found that despite an increase in myonuclear numbers between P14 and P21, transcript abundance on a per nuclear basis did not increase for any of the genes analyzed (Fig. 7f). Increases detected at P28 and P42 (Fig. 7f) indicate that myofibers retain the ability to globally upregulate mRNA abundance from resident myonuclei during maturational growth.

## Discussion

Our study begins to unravel the relationship between myonuclear number, achievement of target size, and determinants of myofiber flexibility in multinucleated fast skeletal muscle. The results presented here show that myonuclear numbers are the ultimate determinant of size in mammalian skeletal muscles. However, our data indicate that just increasing the number of myonuclei would not result in a commensurate increase in muscle size or volume. Therefore, the relationship between myonuclei numbers and myofiber size is not a simple linear one, a concept that has been independently validated in an accompanying manuscript^41^. Through analysis of mRNA concentration and output per nucleus in mice where myonuclei numbers were titrated, we determined a range of myofiber flexibility that could sustain muscle quality. On a per nucleus basis, Δ1w mice generated more mRNA but had a maladaptive compensation with reduced mRNA concentration compared to Δ2w mice. These data suggest that dysregulation of the mRNA transcriptional profile in Δ1w mice may underlie the kyphosis and early lethality and indicate that these mice have not reached the threshold of myonuclear numbers necessary for establishing functional muscle. In contrast, Δ2w mice are able to grow and maintain functional muscle, indicating that the increase in mRNA concentration and output per nucleus is within a healthy and sustainable range. These findings suggest a threshold number of myonuclei that are necessary for their reserve capacity to be effectively utilized to support myofiber flexibility during development.

Despite exhibiting smaller myofibers with reduced absolute force, Δ2w mice display normal gross structure and development of specific force comparable to controls. In an accompanying manuscript^41^, we show that the larger fibers of the Δ2w mice display less DNA content (nuclear number) per fiber volume relative to smaller fibers, and thus exhibit a type of scaling that takes the form of power laws. Specifically, nuclear number maintains a one-to-one pace with fiber surface area, but nuclei are able to sustain higher functional fiber volumes with increments in myofiber size. However, we are unable to exclude that other aspects of muscle function could be impaired by the reduced number of nuclei. For instance, these mice might be more impacted during aging or they may not be able to respond appropriately to stresses such as exercise. It is difficult to assess if the Δ2w mice could respond to exercise since that stimulus may acutely require satellite cell fusion^26,28,29^, and the Δ2w mice not only possess fewer myonuclei but also an inability to add new myonuclei in the adult because the deletion of Myomaker in satellite cells is indelible. New mouse models and techniques will be required to fully explore the limits of myofiber flexibility in mice where myonuclear numbers are titrated.

One of the most interesting aspects of our study is the comparison between Δ2w and Δ3w mice. We anticipated that the deficiency of myonuclear numbers in Δ3w mice would elicit an adaptive response as was observed in Δ2w mice, which have a 55% reduction in myonuclei but achieve 65% of WT volume, with an associated increase in mRNA concentrations. We reasoned that such an adaptive upregulation in transcriptional output in a larger population of myonuclei (Δ3w mice had a 1.8-fold increase in myonuclei compared to Δ2w mice) would result in full compensation and establishment of WT myofiber size. However, while evidence of elevated mRNA concentrations was found in Δ3w mice, those increases do not remotely reach what was achieved in Δ2w mice, and Δ3w mice do not achieve a similar size as controls. Thus, the inability to establish normal WT size in Δ3w mice is a consequence of having fewer nuclei and inadequate flexibility. An alternative explanation is that the identity of nuclei, not overall number, is the primary factor driving the differences in flexibility between Δ2w mice and Δ3w mice. However, since Δ3w mice exhibit some flexibility, just less than what is achieved in Δ2w mice, we propose that myonuclear number controls adaptation through modulation of overall flexibility. Specifically, that when more nuclei are added to the syncytium, overall output may increase, but each nucleus contributes progressively less.

This paradigm suggests a potential cost of having myofibers rich in nuclei is that it limits the range of myonuclear flexibility, indicating an unexpected inverse relationship between myonuclear numbers and an ability to upregulate mRNA concentration. This could be caused by direct negative influences between the nuclei or may result from increasing nuclei numbers competing for essential but limited transcription factors. Work on mammalian cells forced to form heterokaryons has implicated the existence of a factor that helps modulate transcription, providing support for the idea that nuclei can negatively regulate output from other nuclei in a syncytium^38^. The identity of a factor that could regulate transcriptional output between nuclei is not known in any system. Another question that remains to be answered is whether the adaption of increased mRNA concentration in Δ2w mice is due to enhanced mRNA production and/or diminished mRNA degradation. Also, elegant work in Drosophila showed that myonuclei exhibit the ability to endoreplicate^33^, but endoreplication has not been detected during normal postnatal development in mammals rats^42,43^. Consistent with mammalian myonuclei not being able to endoreplicate, we did not detect changes in nuclear volume, an indicator of genome content, in Δ2w mice^41^.

Our models where myonuclear numbers have been titrated may explain the conundrum of myonuclear flexibility during development and inflexibility in the adult. Based on multiple studies where the function of muscle stem cells was genetically inhibited, accrual of new myonuclei is required for adult adaptations including hypertrophy^26–31^. Thus, in the adult there seems to be limited flexibility of hundreds of myonuclei that were added during development to increase mRNA concentration, although there is an ability to upregulate rRNA^44^. The divergence in outcomes between the Δ2w and Δ3w models reveal that having more nuclei limits overall myofiber flexibility. The retention of such limiting mechanisms in adult myofibers would account for the observed reliance on myonuclear accretion for adaptability, and suggest that acquisition of new nuclei to adapt is more economical than globally upregulating transcription in all resident myonuclei. Specifically, in situations where the stimulus is mild or localized to a specific domain of the myofiber, such as exercise-induced injury^29^, developmental growth in length^20^, and regulation of the neuromuscular junction^45^, accrual of nuclei from the stem cell population may preferentially occur as global upregulation of transcriptional output is unnecessary and wasteful. In contrast, in situations where the stimulus is sensed throughout the myofiber, such as maturational growth (P21 to adult), where global upregulation of mRNA output is necessary, hypertrophy occurs without an absolute reliance on accrual of new nuclei. While myofibers clearly have the potential to establish domains of myonuclei that harbor different transcriptional profiles, such as at the neuromuscular junction and myotendinous junction^12,46–48^, myofibers may not possess the ability to selectively modulate transcriptional output from resident myonuclei in microdomains related to properties that are more globally regulated such as radial size and force.

In this report, we study growth of muscle in multiple dimensions. Growth of muscle length during neonatal development coincides with the timing of myonuclear accretion, therefore we were surprised by the stronger effect of myonuclear titration on radial size compared to length in hindlimb muscles. We previously showed that Δ1w mice do not develop neuromuscular contractures, a syndrome associated with shorter skeletal muscle^37^. However, shorter myofibers could be compensated for by pennation angles and tendon length, yielding a functional joint absent of contractures. Overall, the relatively mild effect on myofiber length with only 25% of WT myonuclei could be explained by the idea that there is maximal pressure on the muscle to grow in length during this period because of bone growth. Thus, while normal length of individual myofibers require the full amount of nuclei this can be compensated for to make sure muscle growth keeps pace with bone growth.

One limitation of our study is that we mainly focus on the regulation of mRNA for muscle growth and do not deeply investigate protein synthesis and degradation, which are critical for regulation of muscle size^49,50^. The reason for the focus here on mRNA is that the main perturbation in our models is at the level of nuclei, which determine the number of templates available for protein generation. Relative myosin and sarcomeric actin levels were unchanged in Δ2w muscle when normalized to GAPDH. However, when these protein levels were normalized to muscle weights, Δ2w muscle would exhibited an increase (~1.5-fold; not shown) that mirrored the increase observed in mRNA concentrations. This could imply a proportional increase in both transcript and protein levels of key contractile factors, which exceed the amount of protein incorporated into functional sarcomeres. Overall, we anticipate that future work will reveal proteostasis-related adaptations in the Δ2w mice.

Finally, these results also advance our knowledge of myonuclear domains in myofibers, the defined cytoplasmic volumes controlled by each of the hundreds of resident myonuclei. We propose that during postnatal development, robust myonuclear accretion correlates with myofiber growth in length. Once the majority of length growth has been achieved, there is not a requirement for robust myonuclear accretion, but now muscle has a plethora of nuclei that can contribute to maturational growth. Our results indicate that the magnitude of that contribution is defined by the mRNA output on a per nuclear basis, the range of which appears to be determined by the number of myonuclei present. The limits of this range define the size of myonuclear domains that can be supported during maturational growth, or regrowth in adults after hindlimb suspension is reversed, where there is significant hypertrophy without accretion of new myonuclei^51,52^. The paradigm that nuclei within each fiber limits flexibility of individual resident myonuclei would account for the near obligatory reliance of adult muscle myofibers on myonuclear accretion for adaptations. Future experiments targeting transcriptional output will clarify this and other concepts highlighted by the current work, with the potential to redefine our understanding of myonuclear domains, size regulation, and adaptive flexibility in multinucleated muscle cells. Understanding the molecular circuitry for the reserve capacity in our models with titrated myonuclear numbers could help design novel strategies to maintain muscle mass without the need for accretion from the muscle stem cell pool.

## Methods

### Animals and tamoxifen treatment

To ablate myomaker specifically in muscle satellite cells, *Myomake*r^loxP/loxP^ mice were bred with mice carrying the muscle stem cell-specific *Pax7*^CreER^ conditional Cre recombinase. *Myomaker*^loxP/loxP^; *Pax7*^CreER^ mice represented the experimental group, while *Myomaker*^loxP/loxP^ mice served as controls. Tamoxifen (Sigma-Aldrich) was dissolved in corn oil with 10% EtOH and administered to all mice by intraperitoneal (IP) injections. Neonatal dosage of tamoxifen was 200 μg (Δ1w and Δ2w mice) or 300 μg (Δ3w mice). For all groups, equal ratios of both male and female mice were used. Mice were housed in a room with an ambient temperature of 72 °F, with 30–75% humidity, and a 10/14 h dark/light cycle. All animal procedures were approved by Cincinnati Children’s Hospital Medical Center’s Institutional Animal Care and Use Committee.

### Muscle collection and preparation

To collect muscles for analysis, mice were anesthetized using isoflurane and then cervical dislocation was performed. Muscles were harvested, weighed, and then either flash frozen in liquid nitrogen for molecular analysis, or embedded in tragacanth and frozen in liquid nitrogen-chilled 2-methylbutane for downstream histological analysis. Some cohorts of muscle (both control and experimental) were collected and fixed in 4% paraformaldehyde (PFA)/PBS for 3–4 h, then cryoprotected in 30% sucrose/PBS overnight. Muscles were then embedded in OCT and frozen in liquid nitrogen-chilled 2-methylbutane prior to sectioning. All muscles used for histology were cryosectioned at 10 μm thickness at the muscle mid-belly.

### Immunohistochemistry and quantification of myofiber cross-sectional area (CSA)

Muscle sections were first fixed in 1% PFA for 2 min, washed in PBS, permeabilized in 0.2% Triton X-100/PBS for 10 min, washed in PBS, and blocked in 1% BSA/1% heat inactivated goat serum/0.025% Tween20/PBS for 1 h at room temperature in a humidity chamber. Next, slides were incubated in rabbit anti-laminin primary antibody (1:100; Sigma-Aldrich) for 1 h at room temperature, or overnight at 4 °C, in a humidity chamber. After incubation in primary antibody, slides were washed in PBS, and incubated in goat anti-rabbit Alexa Fluor 647 secondary antibody (1:200; Invitrogen) for 30–60 min at room temperature in a humidity chamber. Slides were then washed with PBS and mounted with VectaShield containing DAPI (Vector Laboratories). After immunostaining, representative images were taken on a Nikon A1R confocal microscope for use in CSA analysis. The CSA of individual myofibers were measured using NIS Elements software (Nikon), which can quantify the area within laminin-labeled myofibers. After all CSA measurements were collected, CSA distribution graphs were generated by binning all data to produce a parametric distribution in control groups, and then comparing experimental distributions using the same binning.

### Immunohistochemistry and quantification of fiber type distribution

Muscle sections were first fixed in 1% PFA for 2 min, washed in PBS, permeabilized in 0.2% Triton X-100/PBS for 10 min, washed in PBS, and blocked in 1% BSA/1% heat inactivated goat serum/0.025% Tween20/PBS with AffiniPure Fab Fragment goat anti-mouse IgG diluted 1:50 for 2 h at room temperature in a humidity chamber. Next, slides were co-incubated with primary antibodies against MYH7 (1:50; BA-D5, DSHB), MYH2 (1:20; SC-71, DSHB), MYH4 (1:10; BF-F3, DSHB), and rabbit anti-laminin (1:100; Sigma-Aldrich) overnight at 4 °C in a humidity chamber. After incubation in primary antibodies, slides were washed in PBS, and co-incubated in goat anti-mouse IgG2b Alexa Fluor 594 (1:100; Invitrogen), goat anti-mouse IgG1 Alexa Fluor 647 (1:100; Invitrogen), goat anti-mouse IgM Alexa Fluor 488 (1:100; Invitrogen), and goat anti-rabbit Alexa Fluor 405 (1:200; Invitrogen) secondary antibodies for 90 min at room temperature in a humidity chamber. Slides were then washed with PBS and mounted with VectaMount permanent mounting medium (Vector Laboratories). After immunostaining, representative images were taken on a Nikon A1R confocal microscope for use in fiber type analysis. Fibers were analyzed for which antibody was stained most dominantly, with unlabeled myofibers counted as TypeIIx. Analysis was completed using FIJI (ImageJ).

### Single myofiber isolation and nuclei count

EDL muscles were collected and incubated in high-glucose DMEM (HyClone Laboratories) with 0.2% collagenase type I (Sigma-Aldrich) at 37 °C in a cell culture incubator. After 30–45 min of incubation, muscles were gently triturated using a wide bore glass pipette to loosen digested myofibers, and then returned to the incubator. After no more than a 1-hour incubation, muscles were triturated (first using a wide bore, then a small bore pipette) until myofibers shed from muscle. Single myofibers were collected and fixed in 4% PFA/PBS for 20–30 min at room temperature, and subsequently stored in PBS at 4 °C. To immunostain nuclei with DAPI, myofibers were permeabilized and blocked in 5% goat serum/2% BSA/0.2% Triton X-100/PBS for 10 min at room temperature, inverting. Next, myofibers were washed three times with PBS and mounted with VectaShield containing DAPI (Vector Laboratories). Myofibers were imaged using a Nikon SpectraX widefield microscope. Nuclei were counted and myofiber length was measured in 3D reconstructed images using Imaris software (Bitplane). Raw number of myonuclei per fiber and myofiber length was recorded, and these data were used to determine the average number of myonuclei per fiber in each condition. For Figs. 2 and 6, myofiber volume was determined by measuring fiber diameter at five spots along the length of the fiber, using the average diameter to calculate cross-sectional area of the fiber, and multiplying that by the length of each fiber.

For analysis in Fig. 5a–d, myofibers were stored in 1% PFA before being transferred to a petri dish with distilled water. Single fibers were placed on a glass slide (Superfrost Plus, Thermo Fisher Scientific) and the slides were mounted by a glass cover slip (No. 1.5, Marienfeld) with DAPI Fluoromount-G (Southern Biotech) to visualize nuclei. Slides were dried overnight and sealed with nail polish and stored no longer than 2 days before imaging. Images were acquired with a 40× oil immersion objective (CPI, Plan Fluor, NA 1.3) on an Andor DragonFly (Andor, Oxford Instruments) confocal microscope with a Zyla4.2 sCMOS camera with a *x*–*y* resolution of 0.3 × 0.3 μm^2^ and z step size of 1 μm. Lasers with emission wavelength 405 nm (DAPI), 488 and 561 nm were used. Pixel binning of 2 × 2 was used to reduce time of image acquisition and improve signal-to-noise ratio. 25–40 cells from each muscle were analyzed. Imaged segments along the fibers were chosen visually from a straight section from the mid 1/3 of each fiber, excluding NMJ and MTJ regions. Nuclear number and cellular volume were analyzed using the Imaris Bitplane 9.20 software (Oxford Instruments). Using the spot function in Imaris, a spot was automatically assigned to each nucleus based on the fluorescence intensity from DAPI, followed by manual corrections. Volume and surface rendering were performed using the tissue autofluorescence in the red and green channel. Rendering of cellular geometry was performed using the fluorescence perimeter border of the cell in the cross-sectional direction as an outer limit, thereby preserving cell morphology during quantification.

### In situ muscle force measurements

At 5 months of age, isometric force of the tibialis anterior (TA) muscle was measured in both control and Δ2w mice. Animals were anesthetized using isoflurane and kept warm under a radiant heating lamp throughout the experiment. An incision parallel to the femur was made to expose and cut the distal portion of the sciatic nerve close to the hip. The tibia branch of the sciatic nerve at the knee was also cut, allowing for stimulation of the peroneal nerve leading to the TA muscle. The distal TA tendon was severed, and the lower 1/3 of the muscle was released from the tibia. Blood circulation to the TA remained intact, and the portion of TA still connected to the tibia remained under the facia, which kept its temperature and moisture. The leg was immobilized at the knee using the limb clamp, and the foot was secured to the platform using surgical tape. A silk suture was tied to the free end of the TA tendon and attached to the lever arm of the apparatus (305C, Aurora Scientific), securing the TA muscle parallel to the platform to measure force production. Two electrodes were placed against the sciatic nerve for direct stimulation at 50 mA with 0.2 ms pulses, adjusting the lever arm to achieve optimal length of the TA muscle allowing for maximal isometric twitch force. Peak isometric tetanic force was measured by stimulating the sciatic nerve at 50 mA with a frequency of 150 Hz for 350 ms. Force output was collected by Dynamic Muscle Control (DMC v5.5) and analyzed by Dynamic Muscle Analysis (DMA v5.3) (Aurora Scientific). After the force measurements, tibialis anterior length and mass were measured to calculate physiological cross-sectional area (PCA). PCA was calculated using the following formula [muscle mass (g) / 1.06 (fiber density) × muscle length (cm) × 0.6 (muscle length to fiber length ratio)]^53^. Specific force of individual muscles were determined by normalizing the maximal isometric tetanic force (Po) to PCA. To evaluate fatigue resistance, repeated isometric tetanic contractions were induced at 150 Hz every 10 s for a total of 50 contractions. The loss of force generation after every 10 contractions was calculated and plotted as a percentage of initial force.

### Single myofiber force production

TA muscle samples, from 5 month-old mice, were placed in relaxing solution at 4 °C and treated with skinning solution (relaxing solution containing glycerol; 50:50 v/v) for 24 h at 4 °C. Bundles of ~50 myofibres were then dissected and transferred to −20 °C^54^. On the day of experiment, single myofibers were dissected from TA bundles in a relaxing solution. They were then individually attached between connectors leading to a force transducer and a lever arm system (model 1400 A; Aurora Scientific). Sarcomere length was set to ≈2.50 µm and the temperature to 15 °C. Fiber cross-sectional area (CSA) was estimated from the width and depth, assuming an elliptical circumference. The absolute maximal isometric force generation was calculated as the difference between the total tension in the activating solution (pCa 4.50) and the resting tension measured in the same myofiber while in the relaxing solution (pCa 9.0). Specific force was defined as absolute force divided by CSA. Relaxing and activating solutions contained 4 mM Mg-ATP, 1 mM free Mg^2+^, 20 mM imidazole, 7 mM EGTA, 14.5 mM creatine phosphate, and KCl to adjust the ionic strength to 180 mM and pH to 7.0. The concentrations of free Ca^2+^ were 10^−9.0^ M (relaxing solution) and 10^−4.5^ M (activating solution)^54^.

### Inhibition of myostatin signaling

ACVR2B-Fc serves as a decoy receptor for myostatin, which effectively inhibits myostatin/activin A signaling and induces robust muscle hypertrophy, as previously described^29,39^. At 3.5 months of age, both control and Δ2w mice were given ACVR2B-Fc by intraperitoneal injection at a dose of 10 mg/kg. This dose was administered once a week for 4 weeks before tissue was harvested for subsequent analysis.

### RNA analysis

Flash-frozen muscle samples were weighed, and total RNA extracted using standard Trizol-based protocols. Quality and concentrations of RNA were determined using the Agilent 2100 Bioanalyzer [Gene Expression Core (GEC) Facility (CCHMC)]. Microarray analysis for differential gene expression (DGE) profiles was carried out at the GEC facility using the Affymetrix Clariom S platform. Bioinformatics analyses of resultant data (CEL files) to determine DGE between samples was carried out using the Transcriptome Analysis Console (Applied Biosystems; ver. 4.0.0.25), the Clariom_S_Mouse TAC Configuration file (ver. 2), and the iPathwayGuide (Advaita Bioinformatics). Gene Ontology enrichment analysis for categorization by biological processes was achieved utilizing the Panther Classification System^55,56^. Heat maps were generated from gene-signals generated utilizing the Signal Space Transformation Robust Multi-Array Average normalization method (sst-rma-gene-signals) for each gene of interest using the Heatmapper software^57^. All original microarray data were deposited in the NCBI’s Gene Expression Omnibus database (GSE141296).

mRNA contributions to total RNA content^3^ were calculated as a metric of mRNA concentration (used as a measurement of adaptability in the genetic models where myonuclear numbers were titrated) by normalizing sst-rma-gene signals for every gene to total RNA amounts of the same sample. This value was then normalized to EDL nuclei numbers to yield mRNA concentration on a per nuclear basis. First-strand cDNA synthesis was carried out using the Superscript III Kit (Invitrogen 18080400) using oligo dT primers. Semi-quantitative RT-PCR analysis was performed on a C1000 Touch CFX96 real-time PCR machine (Bio-Rad) with the following primers: *Myh1*: forward, 5′-CGGAGTCAGGTGAATACTCACG-3′; reverse, 5′-GAGCATGAGCTAAGGCACTCT-3′, *Myh4*: forward, 5′-CTTTGCTTACGTCAGTCAAGGT-3′; reverse, 5′-AGCGCCTGTGAGCTTGTAAA-3′, *Tnnc2*: forward, 5′-GAGGCCAGGTCCTACCTCAG-3′; reverse, 5′-GGTGCCCAACTCTTTAACGCT-3′, *Tnnt3*: forward, 5′-GGAACGCCAGAACAGATTGG-3′; reverse, 5′-TGGAGGACAGAGCCTTTTTCTT-3′, *Acta1*: forward, 5′-CCCAAAGCTAACCGGGAGAAG-3′; reverse, 5′-CCAGAATCCAACACGATGCC-3′. Results were normalized to glyceraldehyde phosphate dehydrogenase (GAPDH) using the following primers: forward, 5′-TGCGACTTCAACAGCAACTC-3′; reverse, 5′- GCCTCTCTTGCTCAGTGTCC-3′.

Measures of transcript abundance (used when not assessing myonuclear flexibility) for *Myh1*, *Myh4*, *Tnnc2*, *Tnnt3*, and *Acta1* were generated as a product of expression levels determined by semi-quantitative RT-PCR as described above for each sample and the total RNA amounts of the same sample. Transcript abundance on a per nuclear basis was subsequently calculated by normalizing that product to average myonuclear number (from the EDL).

### Protein analysis

After recording of weights, flash-frozen muscle samples were pulverized in a liquid nitrogen-cooled mortar and pestle, and then mechanically homogenized on ice in known volumes of homogenization buffer [20 mM Tris (pH 7.3 with 1 N HCl), 1 mM EDTA, 1 mM dithiotreitol (DTT), 0.5% Triton X-100 + protease and phosphatase inhibitor cocktails (Sigma, P8340, P5726)]. Solubilization was allowed to proceed on a nutator for 2 h at 4 °C, after which protein concentrations were measured using the Coomassie Plus (Bradford) Protein Assay Kit (ThermoScientitic) against a BSA-based standard curve. Protein lysates were prepared for SDS-PAGE analysis by heating at 95 °C for 10 min in 1× Laemmli sample buffer containing 100 mM DTT. Proteins (2.5 μg/lane) were resolved on discontinuous polyacrylamide gels (7.5% for myosin heavy chains and 11.25% for sarcomeric actin), and transferred to 0.2 μm nitrocellulose membranes (BioRad, 162-0112). Membranes blocked in 5% BSA were incubated with respective primary antibodies diluted in 5% BSA [MF20 (1:20) deposited in DHSB^58^ against Myh isoforms, A2172 (1:1000; Sigma) against sarcomeric actin, and 10R-G109A (1:10000; Fitzgerald) against GAPDH]. The resulting immunoblots generated after incubation with relevant secondary antibodies [LiCOr Donkey anti-mouse IgG against MF20 (926-68072), Goat anti-mouse IgM against A2172 (926-68080), and Goat anti-mouse IgG against 10R-G109A (926-32210)] were scanned, imaged and analyzed for densitometry using the Odyssey CLx imaging system (LI-COR Biosciences, 9140).

### Statistical analysis

Data were processed and analyzed using Microsoft Excel and GraphPad Prism 8 software. Data sets are presented as mean ± SD, and data were compared between groups using one-way ANOVA with a Tukey correction for multiple comparisons, two-way ANOVA with a Tukey correction for multiple comparisons, linear regression, or unpaired t-test. If unequal variances were observed, a Welch’s *t*-test was used. Normality of data was also analyzed and if non-normal, Mann–Whitney tests were used for comparison between two groups or one-way ANOVA with a Kruskal–Wallis correction for multiple comparisons was used. Specific statistical tests used are notated in individual figure legends. Statistical significance was determined as *p* < 0.05.

### Reporting Summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

The datasets generated during the current study are available in the NCBI Gene Expression Omnibus database (GSE141296), or are available from the corresponding author upon reasonable request. Source data are provided with this paper.

How the deposited data were processed for this re-analysis (not part of the article)

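Gene expression was measured in TA muscle at P28 of 3 control, 3 Δ1w, and 3 Δ2w mice, with 1 Clariom S Mouse array per mouse and no pooling. The authors made the deposited log2 signals from the scanned arrays by sst-rma, which adjusts for background, normalizes across arrays, and summarises probes to 1 value per gene. The genome build behind the probe annotation is not given in the sources used here, and no coordinates are printed. The table holds 28846 rows, of which 6640 are control probes (5222 negative, 1324 positive, 63 ERCC, and 31 others) and were left out of all tests. Of the 22206 gene rows, 19572 have 1 gene symbol, 2634 have none, and 0 have several, by the platform annotation, and all 19572 gene identifiers matched a mouse gene table of GRCm38.p6, which changed 0 symbols. Several rows stand for 55 symbols, for which the row with the highest mean was used, and 142 gene rows repeat the values of an earlier row. No column of the table was left unused. Between 24 and 28 gene rows per array exceeded a log2 signal of 19, near the ceiling of the arrays.

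From the log2 signals, the 3 groups were fitted in 1 model with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, with 6 residual degrees of freedom before moderation, and p-values were adjusted by Benjamini-Hochberg over the 22206 rows. A row was called at an adjusted p under 0.05. Adjusted p-values in the text are limma's unless camera is named. The paper's statistics section sets significance at p < 0.05 for its data in general, and its text names no fold change or adjustment for the arrays. Principal components were taken from row-centred log2 signals, and the ratio of distances from control was tested by exact permutation of the Δ1w and Δ2w labels. Slopes are ordinary least squares over gene rows. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

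Before the data were examined, 33 gene lists were written from textbook knowledge: slow fiber, fast fiber, developmental isoforms, imprinted growth genes, myogenic regulators and fusion, satellite cell, neuromuscular junction and denervation, atrophy and proteolysis, apoptosis and p53, ATF4 and unfolded protein response, oxidative stress defence, Z-disc and mechanical stress, sarcomere structure, oxidative phosphorylation, glycolysis and glycogen, fatty acid use, ribosome biogenesis, RNA polymerase II transcription, fibroblast and matrix, macrophage and other immune cell, endothelial, pericyte and smooth muscle, Schwann cell, adipocyte, tendon, erythroid, proliferation, circadian clock, immediate early, interferon response, sex-linked, reference genes, and the transcripts the paper measured by RT-PCR. The 31 lists with at least 5 measured members, sex-linked genes excepted, were tested with limma's camera at a preset correlation between genes of 0.01 and adjusted over these lists. With the correlation estimated from the data, 0 lists passed camera in any of the 3 comparisons, where 12, 7, and 8 had passed with the preset one for Δ1w against control, Δ2w against control, and Δ1w against Δ2w. The genes named are those the paper names or labels in its heat maps, the 10 largest rises and 10 largest falls among called genes in each model, and up to 4 members of each list with the smallest p in Δ1w muscle. The heat map labels were seen before this rule was written.

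The model was tested on simulated data with the spread of the real rows. For Δ1w against control over 22206 rows, 200 rows were changed. Of log2 changes of 1 and 2, 64.2% and 99.4% were recovered, with 8.75 false calls on average in 20 simulations. A shifted list was found in 20 of 20, with 2 false list calls over the 20. Rows were drawn independently, so these list counts do not test the preset correlation on correlated genes. Correlations estimated from the data ran from −0.11 (interferon response) to 0.81 (proliferation), with 0.22 for slow fiber genes. Alternatives set beforehand were leaving out each mouse, quantile normalization again, centring each array on its median, a minimum mean log2 signal of 6, a trended and robust variance, array weights, only the 2 groups compared, the name prefix as a random block, Δ2w and control within the shared prefix, *Mymk* alleles as a covariate, an unadjusted p under 0.05 with a 2-fold change, and the unpaired t-test that the paper's statistics section names for its data in general. For components and slopes they were row scaling, the 1000 most variable rows, and linear signals. Those chosen after seeing the data were the mean of Y-linked genes as a covariate, a clock gene index as a covariate, Δ1w replicate 1 as the only Δ1w array, and *Mymk* left out of its list. The array scans and the total RNA amounts were not used here.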

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

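The tests of the name prefix, of slow muscle tissue, and of the clock genes were chosen after the results were seen, as were the clock covariate and the setting with Δ1w replicate 1 as the only Δ1w array, while the counts over other splits of the mice were set before they were run.

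Slow fiber genes stood out because Δ1w and Δ2w muscle differed, with a median log2 difference of 1.35 over 14 genes (camera adjusted p = 1.1e-17, 6.6e-20 to 2.6e-07 over 20 alternatives with the preset correlation, adjusted p = 0.0875 with an estimated correlation). The lowest Δ1w mouse had a list mean of 11.606 against at most 10.885 in the other 6 mice, and fibroblast and matrix genes were highest in the same Δ1w replicates 5 and 8 (13.183 and 13.110, against at most 12.465 elsewhere). A litter or day marked by the name prefix cannot be told apart from Δ1w, since no prefix holds both Δ1w and control mice, although with the prefix as a random block the list kept its call against control (adjusted p = 1.0e-12, with 3.6e-14 to 8.3e-07 over 20 alternatives, and adjusted p = 0.205 with an estimated correlation). RNA of a neighbouring slow muscle could also have entered the samples. In Δ1w muscle 10 of the 14 genes were higher than in control muscle by at least 0.5, between cut-offs of 12 and 7 set after the results were seen. A change of fiber type would raise the same genes, so this count cannot tell it from slow muscle tissue. *Myl3* and *Pln*, named after their values were seen, were at −0.16 and 0.11. No profile of slow muscle was used here that would say how far each gene should rise. A change of fiber type after deletion of *Mymk* at P0, the biological explanation the design offers, stays open beside both, and none of the 3 was excluded.

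Genes of the circadian clock stood out because the list differed between Δ1w and Δ2w muscle (median −0.36, camera adjusted p = 0.0339, 0.498 as adjusted p with an estimated correlation). An index of the clock, the mean of *Arntl*, *Clock*, and *Npas2* minus that of *Per1*, *Per2*, *Per3*, *Nr1d1*, *Nr1d2*, *Dbp*, *Tef*, *Hlf*, and *Ciart*, was 2.000 and 2.556 in Δ1w replicates 5 and 8, which share a name prefix, −0.761 in Δ1w replicate 1, and −1.532 to −0.264 in the other 6 mice. These 2 mice were singled out by their clock genes, so the gap of 2.264 between them and the highest of the other 7 only restates the pattern, and since no hour of collection is given in the sources used here, that hour, or another factor shared by the prefix, is neither supported nor excluded. The Δ1w treatment itself, deletion of *Mymk* by tamoxifen at P0, would need Δ1w replicate 1 to shift as well. Its index of −0.761 lay within the range of the other 6 mice, but 1 mouse cannot decide this. With the index as a covariate the count for Δ1w against control was 22, of which 20 were among the 312, and since 2 of the 3 Δ1w mice carry the shift the covariate also takes up part of any Δ1w effect.

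Over other splits of the same mice, the count of 312 for Δ1w against control compares with at most 1 in the other splits (1 of 10 splits as large, the real one included), the count of 10 for Δ2w against control with at most 0 (1 of 10; limma), the count of 1 for Δ1w against Δ2w with at most 1 (2 of 10, the other being Δ1w replicate 1 with Δ2w replicates 2 and 3 against the rest), and the slow fiber median of 1.28 with at most 0.80 (1 of 10). With 10 splits no share below 0.1 can be reached. Among all 3 groups, the 145 rows of the F-test were matched by 1 of 100 splits drawn from 280, the real one, with at most 22 rows in the others, so chance can be excluded there at the 0.05 level where the 9 mice are taken as exchangeable. The shared name prefixes are not part of these splits, and the F-test count was 86 with the prefix as a random block, 30 without Δ1w replicate 5, and 15 with the clock index.

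*Rgcc* was the 1 gene that differed between Δ1w and Δ2w muscle, higher by 1.98 on the log2 scale in Δ1w muscle (adjusted p = 0.028 from limma). It was not called without control replicate 1, Δ1w replicate 5, Δ1w replicate 8, or Δ2w replicate 3. Nor was it called with the prefix as a random block, with *Mymk* alleles or the clock index as a covariate, or with the 2 groups alone, where the 1 row called was another. Further lists that differed between the models with the preset correlation, and not with an estimated one, were imprinted growth genes (median −0.34, adjusted p = 0.0339), sarcomere structure (median −0.0828, adjusted p = 0.0339), ribosome biogenesis (median −0.16, adjusted p = 0.0339), fibroblast and matrix (median 0.59, adjusted p = 6.6e-06), macrophage and other immune cell (median 0.37, adjusted p = 0.00425), and tendon (median 0.48, adjusted p = 0.00744). With an estimated correlation their adjusted p was 0.449 for ribosome biogenesis and 0.498 for the other 5. Of these 6 lists, fibroblast and matrix alone kept its call with each mouse left out, but its median was 0.3032 without Δ1w replicate 5, 0.8478 without Δ1w replicate 1, and −0.2465 with Δ1w replicate 1 as the only Δ1w array. Among genes that the paper does not discuss, *Itga4* (log2 change 1.24 in Δ1w muscle), *Uchl1* (1.89), *Kcnh2* (1.46), and *Hspa1l* (1.62) rose and *Cdkn1c* (−2.15) fell in both models against the same 3 control mice. In Δ2w muscle their calls held in 16, 10, 15, 15, and 16 of 21 alternatives, in that order. *Cdkn1c* in Δ1w muscle was called in each of 20 alternatives, with a log2 change of −2.23 to −2.10.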

How the results depend on the processing

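The clock index, the Y-linked signal, Δ1w replicate 1 as the only Δ1w array, and the list without *Mymk* were alternatives chosen after seeing the data. Leaving out each mouse in turn gave 104 (without Δ1w replicate 5) to 653 (without Δ1w replicate 1) rows for Δ1w against control, 0 (without control replicate 2, control replicate 6, or Δ2w replicate 3) to 21 (without Δ1w replicate 1) for Δ2w against control, 0 (without control replicate 1, Δ1w replicate 5, Δ1w replicate 8, or Δ2w replicate 3) to 58 (without Δ1w replicate 1) for Δ1w against Δ2w, and 30 (without Δ1w replicate 5) to 289 (without Δ1w replicate 1) for the F-test. The counts of 0 are limma's, with 1227 to 2170 rows at an unadjusted p under 0.05 over these and the other settings with 0. Leaving out control replicates 1, 2, and 6 and Δ1w replicate 8 gave 148, 156, 146, and 131 rows for Δ1w against control. For Δ2w against control there were 6 without Δ1w replicate 8 or Δ2w replicate 4 and 1 without Δ2w replicate 2, and for Δ1w against Δ2w 2 without control replicate 2, 4 without control replicate 6, and 5 without Δ2w replicate 2. The F-test gave 60, 71, and 41 without control replicates 1, 2, and 6, 68 without Δ1w replicate 8, and 87 and 85 without Δ2w replicates 2 and 3. The first component held 24.89% to 29.25%, the distance ratio was 1.191 to 1.526 and the slopes 0.9855 to 0.9914 and 0.9949 to 1.0011 when a mouse was left out. In the order Δ1w against control, Δ2w against control, Δ1w against Δ2w, and F-test, a trended and robust variance gave 521, 40, 10, and 272 rows, the prefix as a random block 178, 20, 0, and 86, and the clock index 22, 20, 0, and 15. Δ1w replicate 1 as the only Δ1w array, whose spread is then taken from the other groups, gave 20, 21, 0, and 11. For the first 2 comparisons, rows with a mean of at least 6, where fewer rows are tested, gave 544 and 23, and the 2 groups alone 131 and 21. The t-test that the paper's statistics section names for its data in general, not for the arrays, gave 2154, 1681, and 1542 rows without and 0, 0, and 0 with Benjamini-Hochberg adjustment in the 3 comparisons. For Δ2w against control, centring on the median gave 18, array weights 32, *Mymk* alleles 5, and the shared prefix alone, with 3 against 2 mice, 1. An unadjusted p under 0.05 with a 2-fold change gave 96 for Δ2w against control and 143 for Δ1w against Δ2w, and for the latter *Mymk* alleles gave 0 and the Y-linked signal 2. The 178 rows under the block were all among the 312, with a consensus correlation of 0.140 between mice of 1 prefix.

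Slow fiber genes kept their direction and call in Δ1w muscle under 20 alternatives, with medians from 0.7899 to 1.5340 against control. With an estimated correlation the medians stand (1.2832 against control, 1.3492 against Δ2w, and −0.2419 and −0.3605 for myogenic regulators and fusion in Δ1w and Δ2w muscle) and the calls were lost. Myogenic regulators and fusion were at −0.2077 (adjusted p = 0.0579, 0.00264 to 0.0579 over 21 alternatives) in Δ1w muscle among rows with a mean of at least 6. Apoptosis and p53 genes passed in Δ1w muscle with Δ1w replicate 1 alone (0.1506, adjusted p = 0.0328, 0.0328 to 0.357 over 20 alternatives), and in Δ2w muscle among rows with a mean of at least 6 (0.2322, adjusted p = 0.0463), with *Mymk* alleles (0.1496, adjusted p = 0.0487), and within the shared prefix (0.1491, adjusted p = 0.0228; 0.0228 to 0.371 over 21 alternatives). Oxidative stress defence differed between Δ1w and Δ2w muscle with the clock index (0.1929, adjusted p = 0.0235) and Δ1w replicate 1 alone (0.2420, adjusted p = 0.0284; 0.0235 to 0.724 over 20 alternatives). Lists that turned were tendon against control (−0.0175 with the clock index and −0.3190 with Δ1w replicate 1 alone) and against Δ2w (−0.1097 with Δ1w replicate 1 alone), fibroblast and matrix against Δ2w (−0.2465 with Δ1w replicate 1 alone), and circadian clock against Δ2w (0.0776 with the clock index and 0.1169 with Δ1w replicate 1 alone). The median alone changed sign, while camera's direction stayed down and its call was lost, for imprinted growth genes against Δ2w (0.0335 without Δ1w replicate 1), satellite cell genes in Δ2w muscle (0.0111 among rows with a mean of at least 6), and circadian clock against control (0.0037 with the clock index). The clock index is computed from genes of the circadian clock list, so as a covariate it takes up that list's shift by construction. The medians of that list with the clock index therefore do not test its shift. For the other results here the cause was not tested, beyond the fewer rows or mice named. The first component held 20.67% with scaled rows, 36.66% in the 1000 most variable rows and 32.51% in rows with a mean of at least 6. Slopes with linear signals were 0.9764 and 0.9894, and in rows with a mean of at least 6 they were 0.9795 and 0.9927. Of 52 called results for named genes 6 were called under all alternatives run (*Ctnna3*, *Fam171b*, *Cilp*, *Rgcc*, *BC049352*, and *Cdkn1c*, each in Δ1w against control), and over all 332 gene results an alternative ended a call 217 times, added one 160 times, and turned a called one 0 times, with 156 changes of sign among results that were not called. All 312 rows called in Δ1w muscle had groups that did not overlap, as did 17.5% of all rows, where chance gives 10%. *Xist* has no row with its symbol, so it was not run as a covariate. No paired analysis was run, because the replicate numbers in the labels are animal numbers and mark no pairs.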

Differences from the paper's values

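The slope of Δ2w on control in Fig. 4c is 1.519 in the paper, after division by total RNA, and 0.999 here, before that division. Per nucleus, in Fig. 4d, it is 3.5393 in the paper and 2.33 here, again before the division. Under each alternative set before the data were examined, linear signals, rows with a mean of at least 6, and each mouse left out, both differences remained, but all of these use signals normalized across arrays, which holds the slope before division near 1, so they do not test the paper's values. For Δ1w the paper's values are 1.2504 and 5.2971, against 0.989 and 4.19 here, within 1.5 times of each other. For the same reason this is no test of the paper's values either. The paper's slopes stand to those here as 1.264 to 1 in Δ1w and 1.521 to 1 in Δ2w muscle.

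The paper states that the hierarchical analysis separated samples by genotype. In 12 combinations of distance, linkage, and rows here, the 3 groups formed separate branches in 0. Δ1w replicate 1 fell with the control and Δ2w mice at the first split. On the first principal component the control mice lay apart, but Δ1w replicate 1, at −2.14, lay within the Δ2w range of −4.74 to 7.80. It was set apart from the Δ2w mice by the second component alone, at −33.8 against 2.20 to 19.8. These combinations used all rows or the 1000 most variable. The rows and linkage of the paper's analysis are not given in the sources used here, so these runs do not test it. The legend of Fig. 3c describes *Myh4* and *Myh1* as reduced in Δ1w muscle, and here their log2 changes were 0.02 and 0.11, neither passing. *Myh4*, at 19.83 in control muscle, lies so near the highest signal of 19.93 that a change cannot be read, while the slow fiber genes of the same legend were higher, as the paper states. The paper lists *Myh7* and *Atp2a2* in its text and *Tnnt1* in its legend as increased, and they were higher here without passing an adjusted p of 0.05. *Myh7* passed without Δ1w replicate 1, Δ2w replicate 2, or Δ2w replicate 4, among rows with a mean of at least 6, with the 2 groups alone, and with the Y-linked signal, the last chosen after seeing the values. *Atp2a2* passed without Δ1w replicate 1, among rows with a mean of at least 6, and with a trended and robust variance, and *Tnnt1* without Δ1w replicate 1 or Δ2w replicate 2 and among rows with a mean of at least 6. Of the genes in Fig. 3d, which the paper describes as increased in Δ1w muscle, *Cdkn1a* passed without Δ1w replicate 8, *Nol3* among rows with a mean of at least 6 and with a trended and robust variance, *Cyfip2* with *Mymk* alleles, and *Zfp36l1* without Δ1w replicate 1. Of the 2 others in Fig. 3d, lower here, *Sgk1* passed without control replicate 2 and *Oxr1* among rows with a mean of at least 6. *Myh3* of Fig. 3c passed in Δ1w muscle without Δ1w replicate 1, among rows with a mean of at least 6, and with *Mymk* alleles. In Fig. 3b, *Panx1* passed in Δ1w muscle without Δ1w replicate 1 and *Myog*, lower here, without control replicate 2. In Δ2w muscle *Tceal7* passed without control replicate 1, among rows with a mean of at least 6, and with array weights. *Panx1* and *Prox1*, the latter lower here, both passed in Δ2w muscle with each array centred on its median, among rows with a mean of at least 6, with a trended and robust variance, with array weights, and with the prefix as a random block. *Panx1* also passed without Δ1w replicate 1 and *Prox1* with the 2 groups alone, and after seeing the values *Panx1* passed with the clock index and *Prox1* with Δ1w replicate 1 as the only Δ1w array.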

Other observations

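Of 18 fibroblast and matrix genes, all 18 were higher in Δ1w than in control muscle (0 passed limma's test, 12 at an unadjusted p under 0.05, 11 higher when adjusted over the list alone), among them *Lum*, lumican (log2 change 1.38, adjusted p = 0.0554), and *Dcn*, decorin (0.94, adjusted p = 0.0725). The list's median was 0.80 (camera adjusted p = 2.1e-09, adjusted p = 0.293 with an estimated correlation) and 0.23 in Δ2w muscle (adjusted p = 0.00884, adjusted p = 0.828 with an estimated correlation). Its mean signal was 13.183 and 13.110 in Δ1w replicates 5 and 8, 12.156 in Δ1w replicate 1, and 11.783 to 12.465 in the other 6 mice, and with Δ1w replicate 1 as the only Δ1w array the median was 0.1223. Macrophage and other immune cell genes had a median of 0.42 in Δ1w muscle (adjusted p = 6.6e-05; 0 of 17 passed limma's test, 7 at an unadjusted p under 0.05), with *Csf1r* at 0.99 (adjusted p = 0.0615), tendon genes one of 0.61 (adjusted p = 0.0179; 0 of 8 passed limma's test, 3 at an unadjusted p under 0.05), and Schwann cell genes one of 0.29 (adjusted p = 0.0492; 0 of 7 passed limma's test, 1 at an unadjusted p under 0.05), with adjusted p = 0.293, adjusted p = 0.605, and adjusted p = 0.293 with an estimated correlation. Without Δ1w replicate 5 the median was 0.266 for macrophage and 0.2468 for tendon genes, and without Δ1w replicate 1 it was 1.0113 for tendon genes. Endothelial genes (median −0.09, adjusted p = 0.787), pericyte and smooth muscle genes (median −0.05, adjusted p = 0.937), adipocyte genes (median 0.16, adjusted p = 0.848), and proliferation genes (median 0.17, adjusted p = 0.417) did not pass camera in Δ1w muscle, and 3 measured erythroid genes, too few to test, had a median of 0.08.

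Of 21 genes of oxidative phosphorylation, 0 passed limma's test in Δ1w (10 at an unadjusted p under 0.05) or Δ2w muscle (2 at an unadjusted p under 0.05). Their median log2 change was −0.29 in Δ1w (camera adjusted p = 3.3e-05, adjusted p = 0.293 with an estimated correlation) and −0.22 in Δ2w muscle (adjusted p = 1.1e-04, adjusted p = 0.395 with an estimated correlation), with *Idh2*, mitochondrial isocitrate dehydrogenase, at −1.31 in Δ2w muscle (adjusted p = 0.0755). Of 16 genes of glycolysis and glycogen, *Fbp2*, muscle fructose bisphosphatase, fell by 1.59 in Δ1w muscle (adjusted p = 0.0223), and the list had medians of −0.15 and −0.13 (adjusted p = 0.017 and 0.0244 from camera, adjusted p = 0.605 and 0.828 with an estimated correlation). Fatty acid use genes did not pass camera (median −0.17 in Δ1w muscle, adjusted p = 0.545). Ribosome biogenesis genes had a median of −0.21 in Δ1w muscle (adjusted p = 0.0152, adjusted p = 0.219 with an estimated correlation), and those of RNA polymerase II transcription one of −0.25 (adjusted p = 0.325). Of 17 genes of atrophy and proteolysis, *Sesn1*, a sestrin of the p53 pathway, fell by 1.11 in Δ1w muscle (adjusted p = 0.00858), the ubiquitin ligases *Fbxo32* and *Trim63* were at 1.24 (adjusted p = 0.109) and −0.74 (adjusted p = 0.125), and the list had a median of −0.26 (camera adjusted p = 0.0315, adjusted p = 0.36 with an estimated correlation). Of 16 genes of sarcomere structure, *Tmod4*, a tropomodulin, fell by 1.56 in Δ1w muscle (adjusted p = 0.0103), with a list median of 0.04 and mean of −0.13 (camera adjusted p = 0.681). In Δ1w muscle the calls of the tendon, Schwann cell, glycolysis, ribosome biogenesis, atrophy, and circadian clock lists, and in Δ2w muscle those of the fibroblast and glycolysis lists, were each lost without at least 1 of the mice. With 1 mouse left out the medians shifted, among others, for glycolysis (−0.0915 without Δ1w replicate 5), atrophy (−0.168 without control replicate 6), and circadian clock (−0.3323 without Δ1w replicate 8) in Δ1w and of fibroblast and matrix (0.1355 without Δ2w replicate 4) in Δ2w muscle.

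Among 7 measured imprinted growth genes, *Cdkn1c* fell and *Dlk1*, a membrane protein of the Notch family, rose in Δ1w muscle (1.37, adjusted p = 0.0226), with a list median of −0.34 (camera adjusted p = 0.0573). In Δ2w muscle interferon response genes had a median of 0.34 (camera adjusted p = 0.00346, adjusted p = 0.119 with an estimated correlation). In Δ1w muscle their median was 0.04 (camera adjusted p = 0.417). *Irf7*, *Oas1a*, and *Mx1* of this list had mean log2 signals under 6, unlike *Ifi27*. Negative control probes had medians of 5.94 to 6.13 (means by group), so part of the list lay near background. Circadian clock genes had a median of −0.66 in Δ1w muscle (camera adjusted p = 0.0152, adjusted p = 0.293 with an estimated correlation), with *Arntl* at 1.79 (adjusted p = 0.059) and *Per3* at −1.94 (adjusted p = 0.105). Neuromuscular junction and denervation genes (median −0.11, adjusted p = 0.689), immediate early genes (median 0.38, adjusted p = 0.492), reference genes (median 0.01, adjusted p = 0.787), and the transcripts measured by RT-PCR (median 0.05, adjusted p = 0.689) did not pass camera in Δ1w muscle. The mean signal of 3 Y-linked genes, *Uty*, *Kdm5d*, and *Eif2s3y*, was 3.756, 4.330, and 4.087 in control replicate 6, Δ1w replicate 8, and Δ2w replicate 4 and 9.157 to 9.804 in the other 6 mice, so each group held 1 mouse with a low signal.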
